# Integrated Blood Transcriptome and Multi-Tissue Trace Mineral Analyses of Healthy Stocker Cattle Fed Complexed or Inorganic Trace Mineral Supplement

**DOI:** 10.3390/ani14152186

**Published:** 2024-07-26

**Authors:** Matthew A. Scott, Kelsey M. Harvey, Brandi B. Karisch, Amelia R. Woolums, Rebecca M. Tracy, Jason R. Russell, Chanda L. Engel

**Keywords:** beef cattle, trace element, supplementation, nutrition, RNA sequencing, copper, T-cell, immunity, serum, liver

## Abstract

**Simple Summary:**

Supplementing trace minerals is common for managing bovine respiratory disease in developing beef cattle; however, its effects on their immune and metabolic systems are not fully understood. In this study, we evaluated three different mineral supplement programs and assessed their impact on the concentrations of copper, manganese, cobalt, and zinc, along with the whole blood gene expression, in high-risk beef cattle that remained clinically healthy over a 60-day period. Our results demonstrated that one supplement program, which included amino acid (organically) complexed minerals, led to an increase in gene activity related to adaptive immune system function and the metabolism of carbohydrates and fat-soluble vitamins compared to cattle-fed sulfate (inorganically) sourced complexed minerals. Additionally, the cattle given organically sourced minerals resulted in higher liver concentrations of copper at the end of the study compared to cattle given inorganically sourced minerals. This suggests that tailored mineral supplement programs may improve cattle immunity and mineral absorption. Understanding these effects improves how we manage cattle for diseases such as respiratory disease.

**Abstract:**

Supplementing trace minerals is common in managing bovine respiratory disease (BRD) in post-weaned cattle; however, its influence on host immunity and metabolism in high-risk cattle remains unclear. We aimed to assess the impact of three supplementation programs on liver and serum trace element concentrations and blood gene expression. Fifty-six high-risk beef steers were randomly assigned to one of three groups over 60 days: (1) sulfate-sourced Cu, Co, Mn, and Zn (INR), (2) amino acid-complexed Cu, Mn, Co, and Zn (AAC), or (3) AAC plus trace mineral and vitamin drench (COMBO). Serum and liver biopsies for Cu, Co, Mn, and Zn at d0, d28, and d60 were analyzed from cattle free of BRD (n = 9 INR; n = 6 AAC; n = 10 COMBO). Differences and correlations of mineral concentrations were analyzed via generalized linear mixed models and Spearman’s rank coefficients, respectively (*p* < 0.05). Whole blood RNA samples from healthy cattle (n = 4 INR; n = 4 AAC; n = 4 COMBO) at d0, d13, d28, d45, and d60 were sequenced and analyzed for differentially expressed genes (DEGs) via glmmSeq (FDR < 0.05), edgeR (FDR < 0.10), and Trendy (*p* < 0.10). Serum and liver Cu and Co concentrations increased over time in all groups, with higher liver Cu in COMBO (487.985 μg/g) versus AAC (392.043 μg/g) at d60 (*p* = 0.013). Serum and liver Cu concentrations (ρ = 0.579, *p* = 6.59 × 10^−8^) and serum and liver Co concentrations (ρ = 0.466, *p* = 2.80 × 10^−5^) were linearly correlated. Minimal gene expression differences were found between AAC versus COMBO (n = 2 DEGs) and INR versus COMBO (n = 0 DEGs) over time. AAC versus INR revealed 107 DEGs (d13–d60) with increased traits in AAC including metabolism of carbohydrates/fat-soluble vitamins, antigen presentation, ATPase activity, and B- and T-cell activation, while osteoclast differentiation and neutrophil degranulation decreased in AAC compared to INR. Our study identifies gene expression differences in high-risk cattle fed inorganic or amino acid-complexed mineral supplements, revealing adaptive immune and metabolic mechanisms that may be improved by organically sourced supplementation.

## 1. Introduction

Over the past several decades, North American livestock production systems have developed several cattle management tactics and system concepts focused on disease prevention and performance optimization [1,2,3,4,5,6]. While various health and performance obstacles are faced in these systems, particularly in stocker cattle production, bovine respiratory disease (BRD) development remains one of the primary concerns. To date, BRD remains the leading cause of morbidity and mortality in these systems, leading to economic and welfare concerns for producers and consumers [3,4]. Moreover, stocker cattle, or newly weaned cattle placed into feeder systems, are frequently sourced from varying backgrounds and exposed to stressful conditions such as transportation, sale, and commingling with novel pen mates, which has been shown to challenge their immune system and increase their susceptibility and risk of BRD development [4,7,8,9].

To address this risk, trace element supplementation is a leading management tactic for managing BRD within high-risk stocker cattle populations. Specifically, supplied trace elements, including copper, cobalt, manganese, and zinc, may bolster the innate and adaptive immune responses of cattle, maintain cellular homeostasis and metabolic processes, and mitigate the effects of exposure to stress and infectious agents of BRD [10,11,12,13]. Trace element supplementation, in the context of BRD control, involves developing fortified diets or administering products to meet the macro- and micronutrient requirements of cattle. Ultimately, this may be accomplished through a variety of methods, including those of direct strategies, such as oral supplements, injectable formulations, or the inclusion of trace element-enriched feed ingredients, or indirect strategies, such as pasture management/fertilization and rotational grazing. However, beef cattle producers may supply mineral supplements in excess to match the perceived appetite of the animal, with little regard for the animal’s ability to conserve these elements in tissue and fluid [14]. This type of feeding practice may ultimately result in the over-supplementation of trace elements, which may lead to negative economic and environmental impacts for beef cattle producers without changing performance or disease parameters [15,16]. Further, variation and fluctuation in the intake of mineral supplements by grazing cattle decrease the efficiency of this supplementation strategy [17].

It is apparent that these “one-size-fits-all” strategies remain highly variable in terms of efficacy, and the influence that trace element strategies have on the immune and metabolic responses of high-risk stocker cattle remains disputed. We, therefore, sought to explore and compare the effects of three trace element supplement protocols through a multimodal approach. 

## 2. Materials and Methods

### 2.1. Animal Enrollment and Experimental Design

All animal use and procedures were approved by the Mississippi State University Animal Care and Use Committee (IACUC protocol #21-390) and carried out in accordance with relevant IACUC and agency guidelines and regulations. This study was carried out in accordance with Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines [18] and was part of a larger study conducted by our group [19]. A total of 56 commercial crossbred beef steers were purchased from a regional order-buyer within Mississippi and housed at the Mississippi State University Prairie Research Unit (Prairie, MS, USA); previous health and management history was unknown with this group, which is a common occurrence in managing high-risk stocker populations in the United States. Upon purchase, the cattle were loaded onto a commercial livestock trailer and transported for approximately 800 km to simulate long-haul transport conditions. Upon facility arrival (d-1), steers were weighed (average: 230.8 kg; s.d.: 13.7 kg) and placed into a single 2-hectare fescue paddock with access to water troughs. Collected weights were used to randomly stratify cattle into one of 7 drylot pens (6 × 12 m; n = 8 per pen); pen groups were then randomly assigned to receive *ad libitum* access to supplements containing one of 3 treatments: (1) sulfate sources of Cu, Co, Mn, and Zn in feed (INR; custom blend manufactured by Ware Milling, Houston, MS, USA; n = 24); (2) organic complexed source of Cu, Mn, Co, and Zn in feed (AAC; Availa-4 (Zinpro Corp, Eden Prairie, MN, USA); n = 16); or (3) organic complexed source of Cu, Mn, Co, and Zn in feed (Availa-4) and administration of a trace mineral drench product (Profusion; Zinpro Corp, Eden Prairie, MN, USA) prior to shipment, at time of pen enrollment (day 0), and ancillary to any morbidity treatment (COMBO; n = 16); drench dosing was performed according to manufacturer’s instruction. Notably, this animal enrollment was imbalanced due to the availability of pen space at the time of study commencement; feed intake and efficiency, weight gain performance, and health parameters were not statistically different across the inorganically and organically fed groups [19]. All mineral supplements provided were formulated to meet the requirements for macrominerals, Se, I, and vitamins in growing cattle [20]. The INR and AAC sources were formulated to provide the same daily amount of Cu, Co, Mn, and Zn based on 7 g/calf daily of the AAC source as recommended by the manufacturer and previous research with these ingredients [21,22]. According to the manufacturer, ProFusion contains Zn amino acid complex, Mn amino acid complex, Cu amino acid complex, ZnCl, alpha-tocopherol acetate, MnSO_4_, CuSO_4_, Co glucoheptonate, and sodium selenite. Each 30 mL dose provided 720 mg Zn, 400 mg Mn, 250 mg Cu, 15 mg Co, 1 mg Se, and 200 IU Vitamin E. At day 0, all cattle were subcutaneously administered a vaccine for bovine herpesvirus-1, bovine viral diarrhea virus types 1 and 2, parainfluenza-3 virus, and bovine respiratory syncytial virus according to label instructions (Pyramid 5; Boehringer Ingelheim, Duluth, GA, USA), injectable doramectin according to label instructions (Dectomax; Zoetis, Parsippany, NJ, USA), and were given identification ear tags and confirmed to be negative for persistent infection with bovine viral diarrhea virus (BVDV) via ear notch antigen capture ELISA. On day 21, steers were re-vaccinated with the previously mentioned vaccine per label instructions. Steers were subsequently rotated between pens every 14 days to account for the potential confounding effects of the pen and were enrolled in this study for a total of 60 days. Weekly samples of supplement offerings and refusals were analyzed for nutrient content by a commercial laboratory to ensure adequate consumption of mineral products (Table 1). Additional information and data regarding feed intake via electronic feed bunk data, nutritional profiles, wet chemistry procedures, and nutrient provisions are found in previous literature [19].

### 2.2. Sample Acquisition and Handling

Blood samples were collected via jugular venipuncture from all steers on days 0, 28, and 60 into commercial blood collection tubes containing silicon EDTA (BD Vacutainer; Franklin Lakes, NJ, USA) for trace mineral analysis. Concurrently with blood sample collection, liver samples were collected from all steers via needle biopsy (Monopty Core Biopsy Instrument; Becton Dickinson, Tempe, AZ, USA) according to procedures described by Arthington and Corah [23]. Liver and blood samples were immediately placed on ice and stored at −80 °C on the same day of collection before being analyzed via inductively coupled plasma mass spectrometry for concentrations of Co, Cu, Mn, and Zn by the Michigan State Veterinary Diagnostic Center for Population and Animal Health (East Lansing, MI, USA), according to Braselton and colleagues [24].

Due to logistical limitations in the availability of materials, we randomly selected four animals per pen (n = 28 individuals) at the start of the study to collect approximately 3 mL of blood into Tempus RNA blood tubes (Applied Biosystems, Foster City, CA, USA) on days 0, 13, 28, 45, and 60. During the study, two animals (ID_5 (pen 3) and ID_8 (pen 6)) were removed due to musculoskeletal injuries unassociated with the project. Upon study conclusion, a total of 130 blood samples (n = 26 individual cattle) across all five time points remained and were utilized for RNA extraction and sequencing. Tempus RNA blood tubes were collected via jugular venipuncture, then handled and cryogenically stored at −80 °C according to the manufacturer’s recommendations.

### 2.3. Statistical Analysis of Trace Mineral Concentrations

Differences in feed and trace element intake across the three groups across time were performed for these healthy cattle in an identical fashion to our previous work [19]. Differences in mineral concentrations from liver and serum samples of all disease-free cattle enrolled in this study were evaluated through generalized linear mixed effect models (GLMMs) estimated via Gaussian distribution and restricted pseudolikelihood with the Kenward–Rodgers adjustment for degrees of freedom; GLMMs were performed with the glmer function in the lme4 package [25] within R v4.1.2. Independent models included mineral concentration (Cu, Co, Mn, and Zn) as the response variable, evaluating group, time, and their interaction as predictor variables, and random intercepts for pen and animal ID. Differences in generalized least-square means of fixed effects (Wald type III) were considered significant with *p* < 0.10. If significant differences were identified, pairwise comparisons were performed with Bonferroni post-hoc analysis testing to control type I error rates, utilizing a selected α level of 0.05. Violin plots were generated with ggplot2 v3.3.6 [26], utilizing the scale_fill_brewer function with a 3-class color-blind-friendly palette.

The strength of linear associations between serum and liver mineral concentrations over all time points were calculated with Spearman’s rank correlation coefficients with the cor.test function in R Stats v4.1.2, utilizing a selected α level of 0.05. Confidence intervals of Spearman’s Rank correlation coefficients were computed with the spearman.ci function in RVAideMemoire v0.9.81.2 (https://www.rdocumentation.org/packages/RVAideMemoire/versions/0.9-81-2 (accessed on 6 March 2023)), utilizing 95% confidence intervals and 1000 bootstrap replications for each correlation analysis. Scatter plots for each correlation analysis were generated with ggplot2 v3.3.6 [26]. All liver and serum mineral concentrations from these disease-free cattle are found in Supplemental File S1.

### 2.4. Whole Blood RNA Isolation, Sequencing, and Bioinformatic Processing

Total RNA was isolated via the Tempus Spin RNA Isolation Kit (Applied Biosystems) according to the manufacturer’s recommendations. Total RNA from each sample was subsequently assessed for RNA concentration and integrity with a Qubit 4.0 Fluorometer (ThermoFisher, Waltham, MA, USA) and an Agilent 4200 Bioanalyzer (Agilent, Santa Clara, CA, USA), respectively; total RNA samples were of high quality (RIN: 5.8–9.6; mean = 8.9, s.d. = 0.5) and concentrations (ng/μL: 50.8–477.0; mean = 200.8, s.d. = 77.7). Notably, one sample (ID40_D60) possessed an RIN below 6.0. Sample quality control, sequencing library preparation, and high-throughput sequencing were performed by the Texas A&M University Institute for Genome Sciences and Society (TIGSS; College Station, TX, USA). Library preparation for mRNA was performed with Illumina Stranded mRNA Prep kits (Illumina, San Diego, CA, USA) according to the manufacturer’s recommendations. Paired-end sequencing for 150 base pair read fragments was performed on an Illumina NovaSeq 6000 analyzer (v1.7+; S4 reagent kit v1.5), where all 130 samples were barcoded and pooled, and pooled libraries were sequenced equally across two flow cell lanes to avoid batch effects related to the sequencing lane. Importantly, for this study, we retained the sequencing data from those cattle that were never diagnosed nor treated for clinical bovine respiratory disease during the 60-day study period (n = 12).

Raw, demultiplexed reads were acquired from the BaseSpace Sequence Hub (Illumina), where their read quality was assessed with FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 10 March 2023)) and MultiQC v1.12 [27]. One sample (ID48_D13) failed to cluster and was subsequently removed from downstream bioinformatic processing. The remaining samples were concatenated by lane, where read pair trimming retained a minimum read length of 28 bases was performed with Trimmomatic v0.39 [28], scanning each read with a 4-base pair sliding window and removing read segments below a minimum base Phred quality score of 20, removing bases off the start and end of each read if below a Phred quality score of 3, and retaining reads with a length greater than or equal to 28 bases. Following a final read quality assessment with FastQC, trimmed reads were mapped and indexed to the bovine reference genome assembly ARS-UCD1.3 using HISAT2 v2.2.1 [29]. Sequence Alignment/Map (SAM) files were converted to Binary Alignment Map (BAM) files prior to transcript assembly with Samtools v1.14 [30]. Transcript assembly and gene-level expression estimation for differential expression analysis were performed with StringTie v2.2.0, as described by Pertea and colleagues [31,32]. Following assembly and transcript expression estimation, the appending of ambiguous gene-level identifications (“MSTRG” tags) was performed with a custom Perl script provided by Pertea (https://gist.github.com/gpertea/b83f1b32435e166afa92a2d388527f4b (accessed on 17 March 2023)). Raw gene-level count matrices for each sample were generated with the Python3 script prepDE (https://ccb.jhu.edu/software/stringtie/dl/prepDE.py3 (accessed on 17 March 2023)), selecting for an average read length (“–l”) of 150 and all other parameters set to default. All metadata for sequenced samples from these disease-free cattle is found in Supplemental File S2. All sequencing data produced in this study are available at the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO) under the accession number GSE225397.

### 2.5. Dataset Processing and Differential Gene Expression Analyses

Similar to the previously described work, raw gene counts were imported into R v4.1.2 for data sparsity filtering and normalization via the Trimmed mean of M-values (TMM) method [33,34,35]. Following normalization, principal component analysis (PCA) was performed to reduce high dimensionality, determine contributing factors driving expressional variance, and associate clinical metadata components with principal components (PCs) of interest via PCAtools v2.10.0 (https://github.com/kevinblighe/PCAtools (accessed on 21 March 2023)). Based on assumed unequal variance across genes, correlation matrix modeling was applied to the normalized data, specifically log2-transforming gene counts after the addition of a (+2) pseudocount to prevent undefinable log-transformations of any zero counts [36,37]. Modeling through PCA was performed through mean-centering and variance-scaling the data and removing the bottom 10% of genes ranked on variance. Multivariate scree plotting visualized the number of PCs to be retained for further analysis, following the elbow method of clustering validation. Spearman’s rank correlations of the retained PCs were calculated to determine the level of association of each PC with metadata components across all samples, specifically for each trace element supplement group (“AAC”, “COMBO”, and “INR”), the slope of weight gain over time (growth rate; “Growth”), and serum mineral concentrations for Co, Cu, Mn, and Zn at days 0 and 28 (“Serum_Co_D.0”, “Serum_Cu_D.0”, etc.). Any correlations having an FDR < 0.10 were considered significant. A PCA biplot was constructed from the first two PCs with significant correlations to supplement groups (PC1 and PC2), where data ellipses were calculated and visualized from multivariate t-distributions, incorporating the 80% confidence levels of expressional t-distribution across each sample. To identify the genes driving the variation found within each PC significantly correlated with supplement groups, a loadings plot was generated with the top/bottom 0.1% of retained variables across each component loading range.

Following multidimensional reduction analyses (PCA), normalized genes underwent differential gene expression analyses to determine differences between the three trace element supplement groups across time in an ANOVA-like approach. The Bioconductor package glmmSeq v0.2.0 (https://github.com/KatrionaGoldmann/glmmSeq (accessed on 23 March 2023)) was utilized for negative binomial mixed effect modeling of gene counts, following tagwise (gene-specific) dispersion estimation of gene counts. Specifically, time and treatment groups were fitted as fixed effects, and pen on day 0 and individual ID were fitted as random effects for linear modeling, where any gene-level comparison between treatment groups having an FDR < 0.05 was considered significantly differentially expressed. Pairwise comparisons between each treatment group at each time point were then conducted within the Bioconductor package edgeR v3.40.2 [38,39]. Within edgeR, TMM-normalized gene counts were fitted under the generalized linear model (GLM) framework and analyzed via quasi-likelihood F-tests (QLF), following common dispersion estimation. Pairwise gene comparisons were considered significant with an FDR < 0.10. The DEGs identified in both glmmSeq and edgeR modeling were compared and matched in Microsoft Excel (Redmond, WA, USA), indicating agreement between the two models. The matching DEGs were then annotated using the National Center for Biotechnology (NCBI) gene database using the bovine and human reference genomes to annotate “LOC” genes when required. Downstream analyses were performed on the resulting shared DEGs at each timepoint.

### 2.6. Time-Series Segmented Regression Gene Expression Analysis

To better utilize the spatial conditions of this study, we conducted a segmented regression analysis of gene expression for each trace element supplement group over time with the Bioconductor package Trendy v1.20.0 [40]. Trendy allows for the fitting of a “piecewise” regression model of serial gene expression data, permitting the determination of expressional directionality and dynamic changes, or breakpoints, of gene expression across time [40,41]. Filtered raw gene counts from each group were fitted and normalized with the Relative Log Expression (RLE) procedure [42,43]. Across all genes, segmented regression models were fit with the function of each time point, configuring each model for a dynamic change in gene expression overtime (“maxK”) of 1, a minimum of 2 samples present within an expressional segment (“minNumInSeg”), and all other parameters set to default. Genes were considered dynamically expressed if they had at least one segment with a regression segment slope of *p* < 0.10 and if their adjusted R^2^ value was above a threshold in which less than 1% of the genes were retained after a permutation procedure described by Bacher and colleagues (https://www.bioconductor.org/packages/devel/bioc/vignettes/Trendy/inst/doc/Trendy_vignette.pdf (accessed on 25 March 2023); the R^2^ value cutoffs selected were 0.340, 0.305, and 0.316 for AAC, COMBO, and INR, respectively. For downstream analyses, dynamic gene expression patterns were assigned to four directional expression groups, assigning genes based on whether they increased (“Up”), decreased (“Down”), stabilized in trended expression after their respective breakpoint (“Stabilized”), or never possessed a breakpoint (i.e., continuous expressional trend) (“None”) [44]. Visual relationships of the genes identified by the top sparse classifiers were performed with UpSetR v1.4.0, utilizing the Intervene Shiny Application [45,46].

### 2.7. Functional Enrichment Analyses

Significant genes identified through comparative and segmented regression analyses were independently evaluated for enriched pathways and Gene Ontology (GO) terms via KOBAS-intelligence v.3.0 [47]. Within KOBAS, we utilized an overrepresentation analysis method employing hypergeometric distribution and Fisher’s exact testing of specific functional enrichments from DEGs, using the GO knowledgebase, Kyoto Encyclopedia of Genes and Genomes, and Reactome databases [48,49,50]. Any functional enrichment with an FDR < 0.05 was considered significant.

## 3. Results

### 3.1. Statistical Analyses of Trace Element Intake and Concentrations

Table 2 describes differences in feed and mineral intake across time for these three groups of healthy cattle. Specifically, no differences were found in total feed intake; however, Co, Cu, Mn, and Zn were statistically different in AAC cattle when compared to both COMBO and INR cattle. For differences in liver samples, Co concentrations across all three groups significantly increased from day 0 to day 28 and day 60 (*p* < 0.001), with no statistical difference between days 28 and 60 within each group nor between any group at any time point (*p* > 0.05) (Figure 1A). Regarding Cu concentrations, all three groups demonstrated a significant increase in concentrations across each time point (*p* < 0.001), with the only significant difference between groups being a higher concentration in COMBO (500.93 ± 27.31 μg/g) compared to AAC (437.95 ± 39.16 μg/g) at day 60 (*p* = 0.013) (Figure 1B). Regarding Mn and Zn concentrations, no statistical differences were observed between groups at each time point or within each group over time (*p* > 0.05) (Figure 1C,D).

For differences in serum samples, Co concentrations were similar in statistical trends to those of liver samples, where all three groups significantly increased Co concentrations from day 0 to day 28 and day 60 (*p* < 0.001), with no statistical difference between days 28 and 60 nor between any group at any time point (*p* > 0.05) (Figure 2A). Regarding Cu concentrations, all three groups significantly increased from day 0 to day 28 and day 60 (*p* < 0.001), with no statistical difference between days 28 and 60 or between any group at any time point (*p* > 0.05) (Figure 2B). Similar to liver samples, no statistical differences were observed with respect to Mn and Zn concentrations between groups at each time point nor within each group over time (*p* > 0.05) (Figure 2C,D).

When comparing the associations between liver and serum mineral concentrations, Co (ρ = 0.466, *p* = 2.801 × 10^−5^; Figure 3A) and Cu (ρ = 0.579, *p* = 6.592 × 10^−8^; Figure 3B) demonstrated significant positive linear associations (*p* < 0.05), whereas no statistical linear association was observed for Mn (*p* = 0.726; Figure 3C) nor Zn (*p* = 0.663; Figure 3D).

### 3.2. Principal Component Analysis

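Whole blood was collected from 12 healthy steers, 4 in each supplement group, on days 0, 13, 28, 45 and 60. INR steers were fed sulfate sources of Cu, Co, Mn and Zn, AAC steers were fed amino acid-complexed sources, and COMBO steers were fed the complexed sources and were also given an oral trace mineral drench before shipment and on day 0. The library of AAC animal 48 at day 13 was removed by the authors, which left 19 libraries in AAC, 20 in COMBO and 20 in INR. At enrollment the AAC animals stood in pens 2 and 8, the COMBO animals in pen 5 and the INR animals in pens 3 and 4, so supplement group and first pen cannot be told apart. The authors trimmed the read pairs, mapped them to the bovine assembly ARS-UCD1.3 with HISAT2, assembled transcripts with StringTie and derived a count per gene with prepDE, which converts read coverage to counts. The deposited table holds these gene-level counts without normalization for 32395 genes. Total counts per library ranged from 37182847 to 55822782 in AAC (median 43875363), from 34846652 to 49993623 in COMBO (median 44946378) and from 31613545 to 59809837 in INR (median 44688381.5). A gene was kept when it passed the filterByExpr filter of edgeR over the 15 combinations of group and day, which left 18269 genes. Over these genes, the median library count was 44263232 ± 5488000 (SD, n = 59 libraries). Counts were scaled by the TMM method and fitted in a single edgeR model with a mean for each group and day and a common dispersion of 0.136, equal to a biological coefficient of variation of 36.8%. Expression values below are these TMM-scaled counts relative to library size (CPM). This model treats the libraries of an animal as independent. The deviations of the libraries from the mean of their group and day had a median correlation of 0.382 between libraries of the same animal and of -0.026 between libraries of different animals taken on different days.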

Initial data processing and filtering of the 59 gene-level transcriptomes in this study resulted in 17,716 genes being retained for differential expression and clustering analyses (median library count = 44,216,798 ± 5,441,080). 

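Log2 CPM from edgeR, with a prior count of 2, were centred and scaled per gene after the 10% of genes of lowest variance had been removed, which left 16443 genes over 59 libraries. PC1 explained 14.7% of the variance, PC2 11.1%, PC3 7.21%, PC4 4.70%, PC5 4.37%, PC6 4.15%, PC7 3.66%, PC8 3.18% and PC9 2.88%, which sums to 56.0%. Differences between animals accounted for 46.1% of the variance of the PC1 scores, 52.4% of the PC2 scores and 87.0% of the PC4 scores. Differences between days accounted for 8.7% of the variance of PC1, 13.2% of PC2 and 2.7% of PC4. The library totals were not ranked along these components, with Spearman's rho between -0.061 and 0.146 over the 9 PCs.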

From global gene expression clustering via PCA, the first nine principal components (PCs) were retained for clustering correlation analyses, accounting for 56.84% of the total explained variance within the gene expression dataset (Figure 4A). Following the construction of Spearman’s rank correlation matrix of metadata components with these PCs (Figure 4B), significant correlations were identified with respect to all retained PCs. 

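Each of the 9 PCs was compared with membership of the 3 groups, growth rate and 8 serum mineral values. Over the 59 libraries, 25 pairs had an FDR below 0.10, and each of the 9 PCs had at least 1 such pair. Because the libraries of an animal share its group, growth rate and minerals, the pairs were tested again on the mean score of each of the 12 animals by permutation of the animals with 100000 resamples. None of the pairs had an FDR below 0.10 over the animals for Spearman's rho or for Pearson's r, but for group membership 4 animals against 8 allow so few arrangements that a single pair, even with complete separation, could not pass the adjustment over all pairs by itself. Unadjusted, 8 pairs had a permutation p below 0.05 for Spearman's rho, and the smallest FDR was 0.509. For Pearson's r the smallest FDR was 0.283, for PC7 with day 0 Co (r = -0.675, permutation p = 0.00262).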

Growth was correlated with PC7 (3.68% variance explained; r = −0.44, FDR < 0.01) and PC8 (3.18% variance explained; r = −0.32, FDR < 0.10). 

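Over the 59 libraries, the score of PC7 had a Spearman's rho of -0.442 with growth rate (FDR = 0.00486), and that of PC8 had a rho of -0.304 (FDR = 0.0874). Over the 12 animals, Pearson's r of the mean PC7 score with growth rate was -0.623 (permutation p = 0.0300, FDR = 0.649 over all pairs) and Spearman's rho was -0.455 (permutation p = 0.140, FDR = 0.882). Without the 2 animals farthest from the median growth rate, r was -0.487. For PC8, r over the 12 animals was -0.201 (permutation p = 0.532, FDR = 0.976), rho was -0.364 (permutation p = 0.248, FDR = 0.978), and r without the 2 farthest animals was -0.238. Neither relation with growth passed the adjustment when each animal was counted once.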

The AAC group possessed a significant correlation with PC1 (15.04% variance explained; r = 0.41, FDR < 0.05). 

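Spearman's rho of the PC1 score with membership of AAC was 0.415 over the 59 libraries (FDR = 0.00963). The mean PC1 score per animal was 31.5 ± 37.0 (SD, n = 4) in AAC, -13.3 ± 20.7 (SD, n = 4) in COMBO and -15.5 ± 28.9 (SD, n = 4) in INR. The AAC animals ranged from -8.9 to 70.5 and overlapped the COMBO animals, which ranged from -29.1 to 15.8, and the INR animals, which ranged from -37.4 to 25.0. Over the 12 animals, rho was 0.615 with a 2-sided exact permutation p of 0.0485. Apart from leaving out an animal, the alternative that moved PC1 most was to centre the genes without scaling them, with a rho of 0.428 over the libraries and an exact p of 0.0727 over the animals. When each animal was left out in turn, rho over the libraries ranged from 0.222 to 0.53. The exact permutation p over the remaining animals then ranged from 0.0242 to 0.133. It was above 0.05 without AAC animal 48 or 49, COMBO animal 3, 6 or 57, or INR animal 7 or 50.

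**Figure D1:**
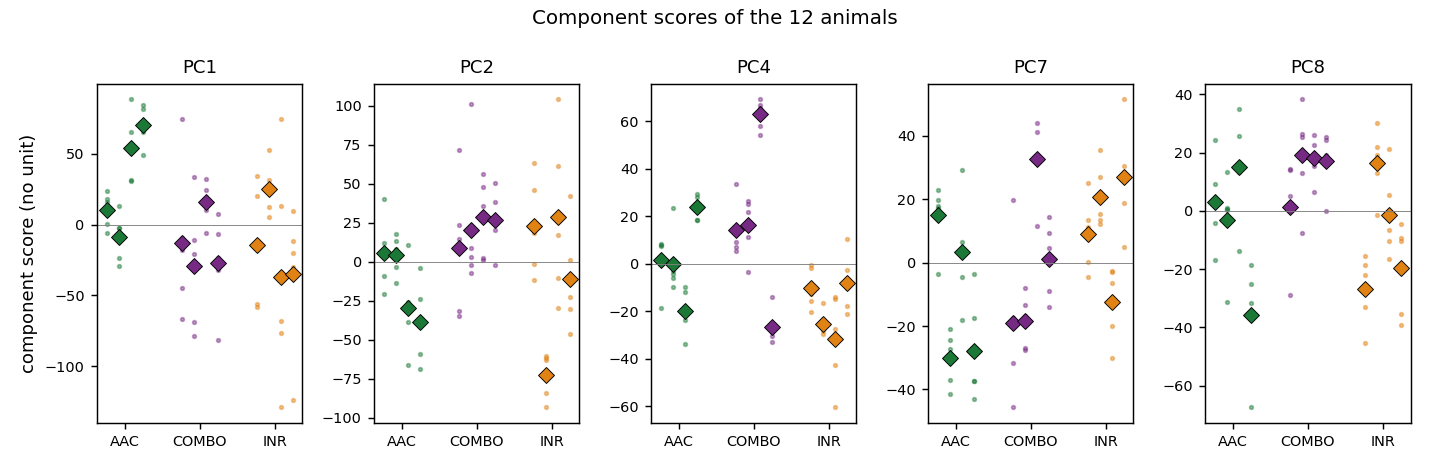
Scores of PC1, PC2, PC4, PC7 and PC8 without unit (vertical axis) by supplement group (horizontal axis). Small points are the 59 libraries and diamonds are the means of the 12 animals, 4 per group, and the AAC animal means of PC1 span -8.9 to 70.5.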

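Membership of COMBO had a Spearman's rho of 0.376 with PC2 (FDR = 0.0238), 0.347 with PC4 (FDR = 0.0480) and 0.465 with PC8 (FDR = 0.00282) over the 59 libraries. The mean PC2 score per animal was 21.3 ± 9.1 (SD, n = 4) in COMBO, -14.7 ± 23.1 (SD, n = 4) in AAC and -8.1 ± 46 (SD, n = 4) in INR, where the animals ranged from -72.6 to 28.5. The COMBO animals ranged from -26.7 to 62.7 on PC4, wider than the AAC and INR animals, and from 1.4 to 19.1 on PC8. Over the 12 animals, the 2-sided exact permutation p was 0.0727 for PC2 (rho 0.563), 0.283 for PC4 (rho 0.358) and 0.0283 for PC8 (rho 0.666). The sign of the relation with PC4 changed when the values were log2(TMM CPM + 2), to a rho of -0.147 over the libraries, but the component then ranked 4 had a correlation of 0.159 with PC4.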

The COMBO group possessed significant correlations with PC2 (11.37% variance explained; r = 0.37, FDR < 0.05), PC4 (4.72% variance explained; r = 0.34, FDR < 0.05), and PC8 (3.18% variance explained; r = 0.45, FDR < 0.01). 

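For INR, Spearman's rho over the 59 libraries was -0.498 with PC4 (FDR = 0.00106) and 0.322 with PC7 (FDR = 0.0778). All 4 INR animals had a negative mean score on PC4, with a mean of -18.9 ± 11.5 (SD, n = 4) and a range of -31.8 to -8.3, while the AAC animals averaged 1.3 ± 17.8 (SD, n = 4) and the COMBO animals 16.6 ± 36.6 (SD, n = 4). On PC7 the INR animals averaged 11.1 ± 17.3 (SD, n = 4) and ranged from -12.4 to 26.8. The exact permutation over the 12 animals gave p = 0.0727 for PC4 (rho -0.563) and p = 0.214 for PC7 (rho 0.410), 2-sided, so neither separated INR from the other groups beyond the spread between animals. When the genes were centred without scaling, rho with the component then ranked 4 was -0.004 over the libraries.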

The INR group possessed significant correlations with PC4 (r = −0.52, FDR < 0.01) and PC7 (r = 0.31, FDR < 0.10). 

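Serum minerals were measured in each of the 12 animals on days 0 and 28, and 1 value per animal was set beside its libraries. Over the 59 libraries, the PC4 score had a Spearman's rho of 0.273 with day 0 Cu (FDR = 0.134), -0.559 with day 0 Mn (FDR = 0.000147) and -0.507 with day 0 Zn (FDR = 0.000901). With the day 28 values, rho was 0.340 for Cu (FDR = 0.0530) and -0.444 for Zn (FDR = 0.00486). Over the 12 animals, the mean PC4 score had a rho of -0.651 with day 0 Mn (permutation p = 0.0238, FDR = 0.509 over all pairs), and Pearson's r was -0.505 (permutation p = 0.0924, FDR = 0.694) and -0.401 without the 2 animals farthest from the median. For day 0 Zn, rho over the animals was -0.559 (permutation p = 0.0627, FDR = 0.715), r was -0.492 (permutation p = 0.103, FDR = 0.694) and r without the 2 farthest animals was -0.392. For day 0 Cu, rho was 0.315 (permutation p = 0.315, FDR = 0.978), r was 0.394 (permutation p = 0.203, FDR = 0.814) and r without the 2 farthest animals was 0.515. For day 28 Cu, rho was 0.424 (permutation p = 0.171, FDR = 0.922), r was 0.430 (permutation p = 0.165, FDR = 0.814) and r without the 2 farthest animals was 0.269. For day 28 Zn, rho was -0.495 (permutation p = 0.104, FDR = 0.833), r was -0.401 (permutation p = 0.198, FDR = 0.814) and r without the 2 farthest animals was -0.470.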

Serum mineral concentrations from both day 0 and 28 of the study possessed multiple PC correlations; of particular interest was PC4, which was correlated with Cu (r = 0.30, FDR < 0.10), Mn (r = −0.55, FDR < 0.01), and Zn (r = 0.49, FDR < 0.01) at day 0 and Cu (r = −0.42, FDR < 0.05) and Zn (r = 0.36, FDR < 0.05) at day 28. 

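The loading of a gene is its weight in a component, and the genes whose loading lay within the outer 0.1% of the loading range were taken at each end. The gene at the top of PC1 was PRPF19 (loading 0.0193) and the gene at the bottom was MTCP1 (-0.0180). On PC2 these were LGALS3 (0.0210) and U2SURP (-0.0218), on PC7 PIK3AP1 (0.0313) and LOC786987 (-0.0273), and on PC8 LOC112449386 (0.0281) and MEI1 (-0.0315), and the gene at the bottom of PC4 was TMEM132B (-0.0293). The loadings at the ends were small because each of 16443 scaled genes contributes to a component.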

The genes determined to be driving the explained variation within each PC significantly correlated with supplement groups are found in Figure 4C. Genes consistently driving variance for these PCs were *ADAT1*, *GLRX3*, *LGALS3*, *LOC786987*, *MEI1*, *MTCP1*, *PIK3AP1*, *PRDM5*, *PRPF19*, *SYN1*, *TMEM132B*, and *U2SURP*. 

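Among the 16443 genes ranked by absolute loading, PRPF19 and GLRX3 ranked 1 and 2 on PC1, and MTCP1 ranked 79 and was the lowest gene with a negative loading. Their normalized expression had a Pearson's r of 0.949, 0.948 and -0.888 with the PC1 score over the 59 libraries, which describes the component and is not a test, since the score is computed from these genes. On PC2, U2SURP ranked 1 (r = -0.931), ADAT1 ranked 2 (r = -0.928) and LGALS3 ranked 6 (r = 0.898). TMEM132B ranked 1 on PC4 (r = -0.814), and PIK3AP1 ranked 1 (r = 0.768) and LOC786987 ranked 3 (r = -0.671) on PC7. On PC8, MEI1 ranked 1 (r = -0.721) and SYN1 ranked 9 (r = 0.621). Each of these genes had its high rank on 1 of the 5 components.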

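In the plane of PC1 and PC2, the distance between the mean positions of the libraries of each group was 56.1 between AAC and COMBO, 46.2 between AAC and INR and 29.5 between COMBO and INR. An exact permutation of the animals between the 2 groups gave a p of 0.0571 for AAC and COMBO, 0.200 for AAC and INR and 0.514 for COMBO and INR, with 4 animals in each group and a distance as large in any direction counted. The mean distance of the libraries from the centre of their group was 66.6 ± 34.8 (SD, n = 20 libraries) in INR, 43.6 ± 28.4 (SD, n = 20) in COMBO and 43 ± 17.5 (SD, n = 19) in AAC. With 1 mean score per animal, this distance was 42 in INR, 36.8 in AAC and 18 in COMBO. The area of the ellipse spanned by the covariance of the 2 scores was 9007 in INR, 4066 in COMBO and 3075 in AAC.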

A biplot of PC1 and PC2 was generated to assess dissimilarities based on the PCs explaining the most variance, with association with the AAC and COMBO groups; the AAC and COMBO samples demonstrated the most dissimilarity, while the INR group appeared to have the highest amount of intragroup variance (Figure 4D).

### 3.3. Differential Gene Expression Analysis

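Across the 3 comparisons and 5 days, edgeR's quasi-likelihood F-tests with Benjamini-Hochberg adjustment over 18269 genes gave, at an FDR below 0.10, 35 calls for AAC against COMBO, 13 for COMBO against INR and 57 for AAC against INR. DESeq2 in place of edgeR called 211 genes for AAC against COMBO at day 0 and 426 for AAC against INR at day 13, where edgeR called 34 and 57, and edgeR fitted to only the 2 groups at a day called 1 and 0. In counts simulated from these libraries with 200 genes changed by a log2 fold change of 2, 3 libraries against 4, edgeR recovered 90.5% of the changed genes and DESeq2 92.5%, and 8.1% of the calls of edgeR and 19.2% of the calls of DESeq2 were unchanged genes. At a log2 fold change of 1, edgeR recovered 1.5% and DESeq2 13.0%, and edgeR with animal as a block recovered 52% at 2 and none at 1. The simulated counts had the same dispersion for all genes and no differences between animals. These shares therefore do not measure what the fits could recover in the data, and few calls from the block fit do not show that a difference is absent. The paper's glmmSeq sheet in Supplemental File S3 lists 259 genes with a group q below 0.05, and 61 of these have a group chi-square above 1000. Of these 61 genes, 23 had a chi-square above 1000 in a negative binomial mixed model fitted here with lme4, and none did when the standard errors were computed without the Hessian, where the largest was 10.98. With the paper's group q below 0.05 as the second criterion, 4 of the edgeR calls for AAC against INR at days 13 to 60 remained, ETFDH, FAM185A, LOC101904768 and PCOLCE.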

Differential gene expression analysis between the three supplement groups yielded a total of 156 DEGs (Supplemental File S3). 

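On day 0, 34 genes differed between AAC and COMBO (FDR < 0.10, edgeR's quasi-likelihood test), of which 5 were higher and 29 lower in AAC. SEC14L5 had the smallest p, with 2.07 ± 0.438 CPM (SD, n = 4) in AAC and 7.68 ± 3.84 (SD, n = 4) in COMBO, a log2 fold change of -1.89 (standard error 0.346, FDR = 0.0185 from the same edgeR test). MPIG6B was at 78.1 ± 24.0 CPM (SD, n = 4) in AAC and 272 ± 144 (SD, n = 4) in COMBO, a log2 fold change of -1.80 (standard error 0.340, FDR = 0.0185, edgeR). LOC112442254 had a log2 fold change of -2.81 (standard error 0.524, FDR = 0.0185, edgeR), and its COMBO mean of 25.2 ± 38.1 CPM (SD, n = 4) rested on an animal at 82.3. STAP1, which the paper's Supplemental File S3 lists, was higher in AAC at 40.7 ± 11.2 CPM (SD, n = 4) against 21.9 ± 2.86 (SD, n = 4), a log2 fold change of 0.89 (standard error 0.203, FDR = 0.0706, edgeR). C5H12orf45, also listed there, had a log2 fold change of 0.45 (standard error 0.215, FDR = 0.430, edgeR). No gene differed at day 13 (1300 genes with an unadjusted p below 0.05) or at day 28 (1479 genes). Leaving out each of the 8 animals in turn gave between 0 and 237 calls at day 0.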

When comparing AAC to COMBO, a total of 40 DEGs were identified, with 38 on day 0, one on day 13, and one on day 28. 

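Over days 13, 28, 45 and 60 together, 1 gene was called between AAC and COMBO (FDR < 0.10, edgeR's quasi-likelihood test), the mitochondrial gene ATP6 at day 60. ATP6 was at 130.7 ± 151.8 CPM (SD, n = 4) in COMBO and 0.322 ± 0.0347 (SD, n = 4) in AAC at day 60, a log2 fold change of -8.65 (FDR = 0.00485, edgeR). The COMBO mean rested on animals 42 and 57, with 13996 and 11608 counts, and of all libraries of healthy and diseased cattle 13 had more than 1000 counts and the others at most 23. At days 45 and 60, 721 and 891 genes had an unadjusted p below 0.05 in this comparison. When animal was added as a block and the change from day 0 was compared, no gene was called at any of the 4 days.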

Because day 0 differential gene expression does not represent trace element supplementation and so few DEGs were identified in the subsequent study days, no functional enrichments were identified between AAC and COMBO. 

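At day 0, 5 genes differed between COMBO and INR (FDR < 0.10, edgeR's quasi-likelihood test), LOC112442254, RNF144B and XCL2 higher and TRIM13 and ZNF311 lower in COMBO, of which RNF144B and XCL2 were named after their values were seen. TRIM13 was at 14.7 ± 5.08 CPM (SD, n = 4) in COMBO and 28.1 ± 0.598 (SD, n = 4) in INR, a log2 fold change of -0.94 (standard error 0.181, FDR = 0.0421, edgeR). ZNF311 was at 3.36 ± 0.938 (SD, n = 4) and 8.66 ± 2.31 (SD, n = 4), a log2 fold change of -1.37 (standard error 0.276, FDR = 0.0471, edgeR). At day 13, 7 genes were called, 2 higher and 5 lower in COMBO. The smallest p was that of WFIKKN1, whose INR mean of 6.89 ± 13.1 CPM (SD, n = 4) rested on a single animal at 26.59 and whose log2 fold change went from -4.28 to 0.11 without that animal. ANK2 had a log2 fold change of -1.58 (FDR = 0.0492, edgeR) and LOC112441945 a log2 fold change of 1.82 (FDR = 0.0492, edgeR). With each animal left out, the log2 fold change of ANK2 ranged from -1.84 to -0.803 and its FDR from 0.00292 to 0.974 (edgeR). No gene was called at days 28 and 45, where 924 and 1050 genes had an unadjusted p below 0.05, and ATP6 was called at day 60 from the same 2 COMBO animals, 42 and 57. With animal as a block, the change from day 0 differed between COMBO and INR at day 60 for BANP, BRAT1, C14H8orf33, LOC789258 and NUDT16, named after their values were seen, with FDR from 0.062 to 0.0731 (edgeR).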

When comparing COMBO to INR, eight DEGs were identified, all of which were on day 0; no functional enrichments were found between COMBO and INR. 

When comparing AAC to INR, a total of 39 DEGs were identified: one on day 0, 18 on day 13, three on day 28, 16 on day 45, and one on day 60. 

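Between AAC and INR, no gene was called at day 0 (596 genes with an unadjusted p below 0.05) and 57 genes were called at day 13 (FDR < 0.10, edgeR's quasi-likelihood test), 13 higher and 44 lower in AAC. No gene was called at day 28, 45 or 60, where 1553, 1591 and 1427 genes had an unadjusted p below 0.05. The smallest p at day 13 was that of TNS1, at 1.65 ± 0.398 CPM (SD, n = 3) in AAC and 10.8 ± 10.6 (SD, n = 4) in INR, a log2 fold change of -2.71 (standard error 0.473, FDR = 0.0128, edgeR). PI16 had a log2 fold change of -2.55 (standard error 0.479, FDR = 0.0259, edgeR) and ENKUR, at 0.290 ± 0.0754 (SD, n = 3) against 1.52 ± 0.595 CPM (SD, n = 4), a log2 fold change of -2.37 (standard error 0.460, FDR = 0.0294, edgeR). With each animal left out, the log2 fold change of PI16 ranged from -2.88 to -0.977 and its FDR from 0.00408 to 0.475 (edgeR). Of the 44 genes lower in AAC, 29 had their highest value in the day 13 library of INR animal 50. Without that library, a setting chosen after seeing the data, 8 genes were called, all lower in AAC, and 1596 had an unadjusted p below 0.05. When each of the 8 animals was left out in turn, between 0 and 619 genes were called at day 13 and between 0 and 39 at day 45. The change from day 0 to day 13, with animal as a block, differed between AAC and INR for TNS1 alone, by -3.13 on the log2 scale (FDR = 0.0174, edgeR).

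**Figure D2:**
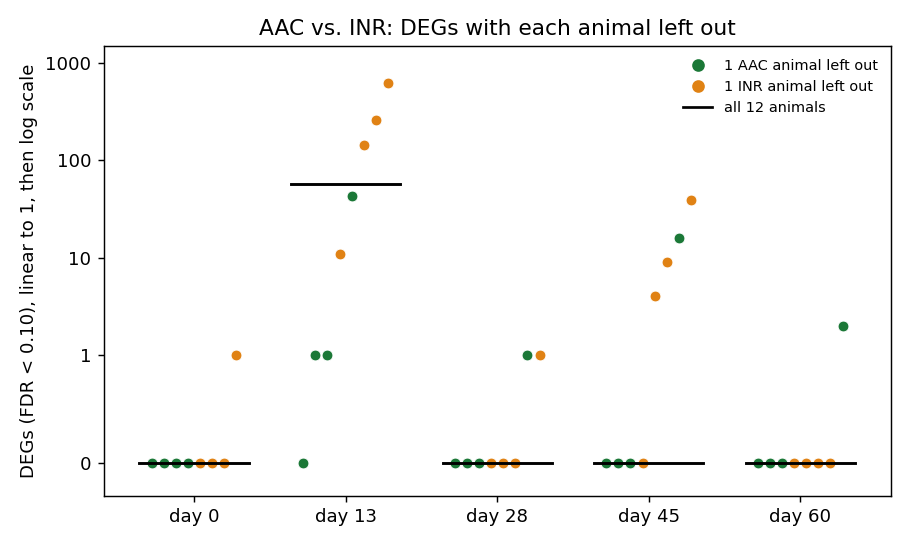
Number of DEGs between AAC and INR with an FDR below 0.10 (vertical axis, linear to 1 and logarithmic above) by day (horizontal axis). Lines give the count with all 12 animals and each point the count with 1 AAC or INR animal left out, from 0 to 619 at day 13.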

On day 13, DEGs found between AAC and INR were enriched for 139 GO terms and 47 pathways. 

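At day 13, Supplemental File S4 of the paper lists 15 genes as input of its 186 enriched terms, and 147 of these terms have a single input gene. Of these genes, ETFDH, FAM185A and PCOLCE had an FDR below 0.10 here over all 18269 genes. ETFDH was higher in AAC, at 13.8 ± 0.786 CPM (SD, n = 3) against 10.3 ± 0.573 (SD, n = 4) in INR, a log2 fold change of 0.43 (standard error 0.0999, FDR = 0.0644, edgeR's quasi-likelihood test). FAM185A was lower, at 11.30 ± 0.637 (SD, n = 3) against 15.5 ± 0.977 (SD, n = 4), a log2 fold change of -0.46 (standard error 0.102, FDR = 0.0628, edgeR). For both genes the AAC and INR animals did not overlap. Chance gives this in 5.7% of comparisons of 3 against 4 for a gene not chosen for its difference. Both genes were chosen from the paper's results on these animals, so the percentage does not apply to them. With animal as a block, the change from day 0 had an FDR of 0.330 for ETFDH and 0.319 for FAM185A (edgeR), and over the alternatives the FDR ranged from 0.00558 to 0.374 for ETFDH and from 0.00283 to 0.374 for FAM185A.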

Enriched GO terms were primarily related to cell surface activity (increased in AAC), protein binding and transmembrane receptor signaling (increased in AAC), ATPase activity (increased in AAC), neutrophil degranulation (decreased in AAC), B- and T-cell activation/proliferation (increased in AAC), and cellular response to interleukins 4, 7, and 10 (increased in AAC). 

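HSPD1, which the paper lists as input of 63 of the 186 terms, was at 145 ± 17.0 CPM (SD, n = 3) in AAC and 104.7 ± 13.8 (SD, n = 4) in INR at day 13, a log2 fold change of 0.47 (standard error 0.134, FDR = 0.116 from edgeR's quasi-likelihood test). HSPA5, listed for 62 terms, was at 356 ± 61.8 (SD, n = 3) and 243 ± 31.9 (SD, n = 4), a log2 fold change of 0.55 (standard error 0.155, FDR = 0.114, edgeR). The animals of the 2 groups did not overlap for either gene, while the adjusted values were above 0.10. TPD52 was higher in AAC with a log2 fold change of 0.36 (standard error 0.101, FDR = 0.114, edgeR), and MRPL51 with a log2 fold change of 0.39 (standard error 0.120, FDR = 0.137, edgeR). The genes lower in AAC included TTYH3, with a log2 fold change of -0.41 (standard error 0.115, FDR = 0.114, edgeR), and LOC790255 and LOC618416, which the paper annotates as LILRA6. Their log2 fold changes at day 13 were -1.82 (standard error 0.513) and -1.84 (standard error 0.501), both with FDR = 0.114 in the edgeR test, and LOC618416 was highest in INR animal 50 at 126.1 CPM. Without INR animal 10, HSPD1 had an FDR of 0.0514 and HSPA5 of 0.099 (edgeR), and across the fits that each left out an animal the FDR ranged from 0.0514 to 0.516 for HSPD1 and from 0.0904 to 0.496 for HSPA5. From the B- and T-cell terms and the interleukin terms increased in AAC, the paper proposes an enhanced adaptive immune response in AAC cattle in the first 2 weeks after arrival, compared with INR.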

Enriched pathways were primarily related to carbohydrate metabolism and collagen biosynthesis (increased in AAC), platelet activation and hemostasis (decreased in AAC), metabolism of fat-soluble vitamins (increased in AAC), collagen biosynthesis (increased in AAC), and MHC class I antigen presentation (increased in AAC). 

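Among the genes listed as input of the day 13 terms, SDC3, listed for 30 terms, was lower in AAC, at 2.99 ± 1.22 CPM (SD, n = 3) against 7.52 ± 6.74 (SD, n = 4) in INR, a log2 fold change of -1.33 (standard error 0.377, FDR = 0.114, edgeR's quasi-likelihood test). PCOLCE, the procollagen C-endopeptidase enhancer, was also lower, at 38.7 ± 3.07 (SD, n = 3) against 54.3 ± 14.6 (SD, n = 4), a log2 fold change of -0.49 (standard error 0.118, FDR = 0.0750, edgeR). ISLR was at 0 to 27 counts in AAC and 3 to 278 counts in INR, a log2 fold change of -3.12 (standard error 1.06, FDR = 0.161, edgeR). In the day 13 library of INR animal 50, PCOLCE was at 76.2 CPM, where the nearest INR animal was at 48.5. Without INR animal 50 the log2 fold change was -0.28 for PCOLCE, -0.49 for SDC3 and -1.63 for ISLR.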

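HPSE, heparanase, was higher in AAC than in INR on each day, at 46.6 ± 18.39 against 26.3 ± 8.79 CPM at day 0 (SD, n = 4 and 4) and 45.35 ± 3.71 against 28.1 ± 6.37 at day 13 (SD, n = 3 and 4). Its log2 fold change was 0.83 (standard error 0.281, FDR = 1 from edgeR's quasi-likelihood test) at day 0 and 0.69 (standard error 0.300, FDR = 0.256, edgeR) at day 13. At day 28, HPSE was at 58.9 ± 7.10 (SD, n = 4) against 37.2 ± 6.83 (SD, n = 4), and at day 60 at 48.7 ± 5.19 (SD, n = 4) against 29.0 ± 7.79 (SD, n = 4). PRPS1 differed by less than the spread between animals at day 0, at 32.9 ± 3.87 (SD, n = 4) in AAC and 33.6 ± 2.06 (SD, n = 4) in INR, and at day 13 it was at 36.8 ± 1.87 (SD, n = 3) and 25.4 ± 2.98 (SD, n = 4), a log2 fold change of 0.53 (standard error 0.154, FDR = 0.118, edgeR). HSPD1 was at 128.6 ± 23.4 CPM (SD, n = 4) in AAC and 115.8 ± 3.82 (SD, n = 4) in INR at day 0, and HSPA5 at 299 ± 49.1 (SD, n = 4) and 250.0 ± 27.8 (SD, n = 4). In the fit with animal as a block, the difference in HPSE between the groups was 0.01 on the log2 scale for the change from day 0 to day 13.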

The time-course trends of the genes driving several of these functional enrichments are found in Figure 5.

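At day 28 the smallest FDR between AAC and INR was 0.220 (edgeR's quasi-likelihood test over 18269 genes), shared by LOC790255, LOC618416 and FOXB1, which ranked 3, 8 and 10 by p. FOXB1, a forkhead transcription factor, was at 7 to 25 counts in the 4 AAC libraries and 40 to 82 counts in the 4 INR libraries. In CPM it was at 0.373 ± 0.131 (SD, n = 4) and 0.980 ± 0.384 (SD, n = 4), a log2 fold change of -1.37 (standard error 0.329). Under DESeq2 in place of edgeR, the FDR of FOXB1 was 0.0301, and it ranged from 0.0301 to 0.742 over the alternatives other than leaving out an animal.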

On day 28, DEGs were found between AAC and INR enriched for 23 GO terms and two pathways. Enriched GO terms were primarily related to nervous system development (decreased in AAC), neutrophil degranulation and immunological defense response (decreased in AAC), and cellular differentiation (decreased in AAC). 

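All 25 enriched terms of day 28 in the paper's Supplemental File S4 have a single input gene, FOXB1 in 14 terms and LILRA6 in 11. LOC618416, annotated by the paper as LILRA6, was at 13.8 ± 2.27 CPM (SD, n = 4) in AAC and 52.4 ± 20.0 (SD, n = 4) in INR, a log2 fold change of -1.92 (standard error 0.453, FDR = 0.220, edgeR's quasi-likelihood test). Every AAC animal was below every INR animal. Chance gives this in 2.9% of comparisons of 4 against 4 for a gene not chosen for its difference. LOC618416 was chosen from the paper's results on these animals, so the percentage does not apply to it. For the change from day 0 to day 28, with animal as a block, the groups differed by -0.20 on the log2 scale.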

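LOC790255, annotated by the paper as LILRA6, belongs to a family of leukocyte receptor genes, and reads could be split between its members in counting, so its level is uncertain. At day 28 it was at 47.3 ± 15.5 CPM (SD, n = 4) in AAC and 196 ± 101 (SD, n = 4) in INR, a log2 fold change of -2.05 (standard error 0.466, FDR = 0.220 from edgeR's quasi-likelihood test). The FDR was 0.00809 with DESeq2 and 0.0141 with limma voom and a correlation within animals, and the log2 fold change was -0.40 for the change from day 0 with animal as a block.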

Enriched pathways were the B-cell receptor signaling pathway (decreased in AAC) and osteoclast differentiation (decreased in AAC). The time-course trends of the genes driving several of these functional enrichments are found in Figure 6.

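At day 0, LOC790255 was already lower in AAC, at 57.3 ± 32.7 CPM (SD, n = 4), than in INR, at 167 ± 87.9 (SD, n = 4) with a minimum of 113.4, and the groups did not overlap. It stayed between 47.3 and 63.7 in AAC and between 167 and 226 in INR over the 5 days. LOC618416 was at 14.9 ± 6.08 (SD, n = 4) in AAC and 49.9 ± 27.6 (SD, n = 4) in INR at day 0, again without overlap, and at 15.25 ± 3.61 (SD, n = 4) and 51.0 ± 26.2 (SD, n = 4) at day 60. FOXB1 was at 0.486 ± 0.0522 (SD, n = 4) in AAC and 0.803 ± 0.319 (SD, n = 4) in INR at day 0, and at 0.383 ± 0.165 (SD, n = 4) and 0.715 ± 0.165 (SD, n = 4) at day 60.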

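No gene passed an FDR of 0.10 between AAC and INR at day 45, where the smallest FDR was 0.128 (edgeR's quasi-likelihood test). HSPD1 was at 165 ± 27.1 CPM (SD, n = 4) in AAC and 1.2e+02 ± 5.24 (SD, n = 4) in INR, a log2 fold change of 0.50 (standard error 0.1251, FDR = 0.171, edgeR). TTYH3 was lower in AAC, at 108.7 ± 16.6 (SD, n = 4) against 149 ± 4.11 (SD, n = 4), a log2 fold change of -0.45 (standard error 0.106, FDR = 0.156, edgeR). TPD52 was higher by a log2 fold change of 0.32 (standard error 0.0938, FDR = 0.294, edgeR), PRELID3B by 0.26 (standard error 0.0820, FDR = 0.318, edgeR), and CPXM2 was lower by -3.99 (standard error 1.03, FDR = 0.171, edgeR) with at most 11 counts in AAC and 36 to 242 in INR. In each of these 5 genes the AAC animals did not overlap the INR animals. Without AAC animal 46, 16 genes were called at day 45.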

On day 45, DEGs found between AAC and INR were enriched for 101 GO terms and 27 pathways. Enriched GO terms were primarily related to neutrophil degranulation (decreased in AAC), negative regulation of interferon-alpha production (decreased in AAC), lipoprotein/lipopolysaccharide binding (decreased in AAC), fatty acid ligase activity (decreased in AAC), B- and T-cell activation (increased in AAC), response to interleukin 7 (increased in AAC), and the positive regulation of interleukins 10 and 12 (increased in AAC). 

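LILRA4 was at 0 to 8 counts in AAC and 0 to 316 counts in INR at day 45, in CPM 0.0663 ± 0.0929 (SD, n = 4) and 3.20 ± 2.66 (SD, n = 4), a log2 fold change of -5.57 (standard error 1.46, FDR = 0.189, edgeR's quasi-likelihood test). SLC27A2, a fatty acid transporter and acyl-CoA ligase that the paper lists as input of 29 terms, was at 11 to 20 counts in AAC and 14 to 56 in INR, a log2 fold change of -1.09 (standard error 0.419, FDR = 0.435, edgeR). HPSE at day 45 was at 49.6 ± 6.91 CPM (SD, n = 4) in AAC and 29.1 ± 6.19 (SD, n = 4) in INR, a log2 fold change of 0.77 (standard error 0.281, FDR = 0.405, edgeR), and -0.03 for the change from day 0 with animal as a block.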

Enriched pathways were primarily related to B-cell receptor signaling (decreased in AAC), interferon signaling (decreased in AAC), bile acid and salt metabolism/synthesis (decreased in AAC), and neutrophil degranulation (decreased in AAC). 

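For the genes lower in AAC at day 45, LOC790255 had a log2 fold change of -1.81 (standard error 0.462, FDR = 0.171, edgeR's quasi-likelihood test) and LOC618416 of -1.88 (standard error 0.453, FDR = 0.156, edgeR). DESeq2 and limma voom with a correlation within animals called both genes. Over the alternatives other than leaving out an animal, the log2 fold change reached -0.103 for LOC790255 and -0.03 for LOC618416. GBP4, an interferon-induced guanylate-binding protein with close paralogs, was at 26.3 ± 15.1 CPM (SD, n = 4) in AAC and 61.3 ± 50.2 (SD, n = 4) in INR, a log2 fold change of -1.22 (standard error 0.468, FDR = 0.435, edgeR). The GBP4 values of the groups overlapped, with 8.57 to 41.5 in AAC and 23.0 to 135 in INR, and its log2 fold change ranged from -1.53 to -0.48 when each animal was left out.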

The time-course trends of the genes driving several of these functional enrichments are found in Figure 7. 

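KPNA7 had at most 31 counts in a library of AAC or INR. At day 45 it was at 0 counts in 3 AAC animals and 8 counts in animal 46, and at 5 to 31 counts in INR, a log2 fold change of -3.13 (standard error 1.24, FDR = 0.451, edgeR's quasi-likelihood test). At day 13 all 3 AAC libraries had 0 counts and INR had at most 13, but the values of the groups overlapped (FDR = 0.243, edgeR). Measured against 3 counts in the AAC libraries, the INR mean was 2.87-fold higher. That floor covers counting error alone and not the spread between animals. Over the days, GBP4 in AAC stayed between 26.3 and 30.5 CPM, and in INR it was at 37.0 ± 22.1 (SD, n = 4) at day 0 and 34.9 ± 11.1 (SD, n = 4) at day 60, on both sides of the higher value of day 45. LILRA4 was already at 0.669 ± 0.864 (SD, n = 4) in AAC against 3.81 ± 3.49 (SD, n = 4) in INR at day 0. SLC27A2 was at 0.375 ± 0.0673 (SD, n = 4) and 0.635 ± 0.247 (SD, n = 4) at day 0, and at day 28 its log2 fold change was -1.02 (standard error 0.411, FDR = 0.489, edgeR).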

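The enriched terms rest on the genes that the paper used as their input. For 21 such genes, 33 tests between AAC and INR were repeated, without the input genes CLEC2D and POM121, whose names match none of the 18269 genes tested. ISLR and SLC27A2 are not among the genes with a group q below 0.05 in the paper's glmmSeq sheet, so their calls by both of its models were not seen. All 33 had an unadjusted p below 0.05, 3 had an FDR below 0.10 over all 18269 genes (edgeR's quasi-likelihood test), and 33 had one when the adjustment covered these tests alone, which shows no stability because the list comes from the paper's own results on these animals. In 24 of the 33 tests the AAC and INR animals did not overlap.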

All functional enrichments found for each comparison are found in Supplemental File S4.

### 3.4. Trend-Wise Gene Expression Analyses

Dynamic changes in gene expression were evaluated for all three groups across all five time points, resulting in the identification of 259, 521, and 268 dynamic genes identified within AAC, COMBO, and INR, respectively (Supplemental File S5). 

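The counts of each group were scaled by RLE size factors, and a straight line and a line with 1 breakpoint were fitted to the normalized counts of each gene over the days, with the breakpoint on a whole day from 13 to 45. The model with the lower BIC was kept, and a gene was called dynamic when a segment slope had p < 0.10 and the adjusted R2 was above the cutoff stated by the paper, 0.340 in AAC, 0.305 in COMBO and 0.316 in INR. With a mean count of at least 10, 745 of 16188 genes were dynamic in AAC, 914 of 16307 in COMBO and 741 of 16453 in INR. When the days were permuted within animals 100 times, the median number of dynamic genes was 144.5 in AAC, 173.5 in COMBO and 140 in INR, and the highest was 588, 986 and 1230. With no breakpoint allowed, the dynamic genes numbered 192 in AAC, 230 in COMBO and 1.3e+02 (rounded) in INR, and with animal means removed before the fit 2369, 2348 and 2404. The cutoffs were not set again for these fits. Of the genes dynamic here, 158 in AAC, 208 in COMBO and 136 in INR are in the lists of the paper's Supplemental File S5.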

The trends in gene expression after the identification of a breakpoint (“Up”, “Down”, “Stabilized”), or the lack of a breakpoint (“None”), were further examined within each group. 

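A gene with a breakpoint was assigned by its second slope, to Up or Down when that slope had a 2-sided p below 0.10 and to Stabilized otherwise, and a gene kept as a straight line was assigned to None. The smaller slope p of the dynamic genes was below 0.01 in 742 of 745 genes in AAC, 912 of 914 in COMBO and 740 of 741 in INR. This follows largely from the cutoff on adjusted R2 that these genes had already passed. The slope tests also treat libraries of an animal as independent and ignore the search for the breakpoint, so they are no evidence of strong trends. In simulated series of 20 libraries with 200 changed genes, 194 of the changed genes and 3.26% of the 16135 unchanged genes were dynamic. There, 526 of the 720 dynamic genes (73.1%) were unchanged genes. This share depends on the 200 genes changed and on counts without differences between animals, so it is not an estimate for the data. With days permuted within animals, the median share of dynamic genes was 0.89% in AAC, 1.06% in COMBO and 0.85% in INR, while single permutations reached 588, 986 and 1230 genes.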

For AAC, 40, 29, 101, and 89 genes were identified as “Up”, “Down”, “Stabilized”, or “None”, respectively. 

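In AAC, 174 dynamic genes were Up, 170 Down, 249 Stabilized and 152 None. A 1-sided slope p of 0.10 in place of the 2-sided one moved genes out of Stabilized, to 217 Up, 199 Down and 177 Stabilized. Leaving out each AAC animal gave between 1282 and 1467 dynamic genes at the same cutoff, more than with all 4 animals. In each group the cutoff was not set again for fewer libraries, so such counts do not show how stable the calls are.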

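In COMBO, the fits gave 225 Up, 205 Down, 300 Stabilized and 184 None genes. Without animal 3, 2807 genes were dynamic, and without animal 6, 1053.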

For COMBO, 58, 16, 89, and 358 genes were identified as “Up”, “Down”, “Stabilized”, or “None”, respectively. For INR, 15, 77, 143, and 33 genes were identified as “Up”, “Down”, “Stabilized”, or “None”, respectively. 

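In INR, 254 genes were Up, 248 Down, 142 Stabilized and 97 None. On the log2(normalized count + 1) scale there were 259 Up, 248 Down, 148 Stabilized and 1.1e+02 None genes, the last rounded. Dynamic genes numbered 777 without animal 7 and 2659 without animal 30.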

Visualization of the number and overlapping of significantly trended genes by group and breakpoint directionality is found in Figure 8. 

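Between AAC and COMBO, 152 dynamic genes were shared, 94 of them with the same profile, which were 68 Stabilized, 13 None, 8 Down and 5 Up. AAC and INR shared 1.2e+02 genes (rounded), 65 of them with the same profile, 25 Stabilized, 17 Down, 14 Up and 9 None in both. COMBO and INR shared 142 genes, with 43 Up, 32 Stabilized, 13 Down and 7 None in both.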

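If the dynamic genes of 2 groups were drawn independently, 42.1 shared genes would be expected for AAC and COMBO, 34 for AAC and INR and 41.8 for COMBO and INR, fewer than the 152, 1.2e+02 (rounded) and 142 counted here. In the paper's own lists the same pairs share 11, 8 and 18 genes. Genes are not independent of one another, so these expectations carry no p-value.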

When evaluating gene trend count interactions via the Upset plot, very few overlaps were identified. However, one major overlap identified with respect to the same trend was that of “Stabilized” gene expression within AAC and COMBO, highlighted by seven genes: *CPT1A*, *FCGRT*, *LOC101905776*, *LOC104971307*, *LOC514978*, *PDK4*, and *ZDHHC3*.

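CPT1A fell in AAC from 8543 ± 2754 normalized counts (SD, n = 4) at day 0 to 3195 ± 956 (SD, n = 3) at day 13, and in COMBO from 12270 ± 3375 (SD, n = 4) to 2470 ± 608 (SD, n = 4), and was Stabilized in both (adjusted R2 0.791 and 0.864). FCGRT fell in AAC from 5733 ± 1221 (SD, n = 4) to 2459 ± 545 (SD, n = 3) and in COMBO from 6895 ± 1368 (SD, n = 4) to 2374 ± 264 (SD, n = 4). PDK4 (adjusted R2 0.788 in AAC and 0.49 in COMBO), LOC514978 (0.686 and 0.540), LOC101905776 (0.588 and 0.630) and LOC104971307 (0.573 and 0.416) were Stabilized in both groups as well. ZDHHC3 was Up in AAC, with a second slope of 12.0 normalized counts per day, and was not dynamic in COMBO (adjusted R2 0.159). In INR, CPT1A (adjusted R2 0.841), FCGRT (0.832), LOC514978 (0.913) and PDK4 (0.889) were also Stabilized, and the other 3 genes were not dynamic. In INR, CPT1A was at 8067 ± 1462 normalized counts (SD, n = 4) at day 0 and 2753 ± 1064 (SD, n = 4) at day 13.

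**Figure D3:**
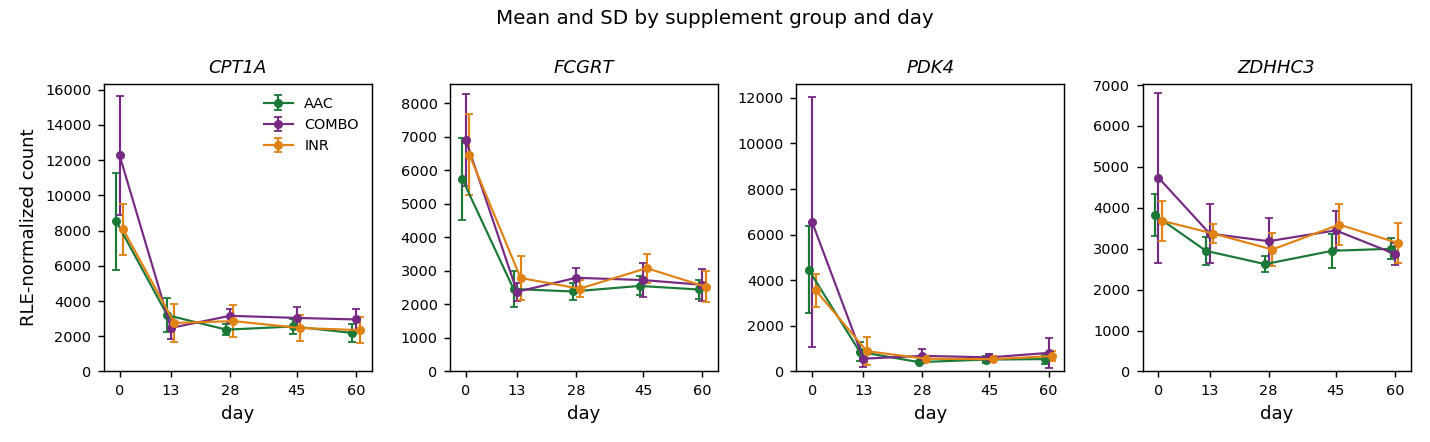
Normalized counts (RLE, mean and SD of 3 or 4 animals, vertical axis) of CPT1A, FCGRT, PDK4 and ZDHHC3 by day (horizontal axis) in AAC, COMBO and INR. CPT1A, FCGRT and PDK4 fall between day 0 and day 13 in all 3 groups, INR included.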

Functional enrichments of trended genes found within each group were identified (Supplemental File S6). 

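The functional terms of the paper's Supplemental File S6 rest on its own lists of dynamic genes, so the genes of each list were looked up among the fits made here, as given at each group and profile. Of the 568 genes that the paper lists with a breakpoint, 279 have a breakpoint that assigns libraries of the same sampling day to different segments.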

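Of the terms listed in Supplemental File S6, those of AAC Up number 61, of AAC Down 56 and of AAC Stabilized 32. For COMBO the sheets list 3 terms for Up, 29 for Down and 26 for None. A single gene is the input of 31 of the AAC Up terms, 48 of the AAC Down terms, 27 of the COMBO Down terms and 86 of the INR Up terms. No AAC Stabilized, COMBO Up or COMBO None term has a single input gene. Of the genes behind these terms, 2 of 21 in AAC Up, 12 of 13 in AAC Down, 30 of 50 in AAC Stabilized, 2 of 6 in COMBO Up, 6 of 6 in COMBO Down, 70 of 229 in COMBO None and 8 of 10 in INR Up were dynamic in the fits made here.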

The total number of enriched GO terms and pathways for gene trends within each group are found in Table 3. 

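Of the 40 genes that the paper lists as AAC Up, 4 were dynamic here, all 4 as Up, and the median adjusted R2 of the 40 genes was 0.002 with breakpoints on whole days from 13 to 45. Of the paper's 170 AAC genes with a breakpoint, 44 have it before day 13 and 73 after day 45, and the fits made here could not place a breakpoint there.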

For AAC “Up” genes, enrichments were primarily related to the metabolism and translation of RNA, innate immunity, and neutrophil degranulation. For AAC “Down” genes, enrichments were primarily related to amino acid and carbohydrate metabolism, DNA repair and cell cycle, cell membrane signaling and reception, and fatty acid transport. 

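Of the paper's 29 AAC Down genes, 23 were dynamic here and all 23 were Down, with a median adjusted R2 of 0.452 over the list.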

For AAC “Stabilized” genes, enrichments were primarily related to innate immunity, lipid/fatty acid metabolism, phagocytosis, antigen presentation via MHC class I, and ATPase activity. 

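For AAC Stabilized, 59 of the paper's 101 genes were dynamic here and 36 of them were Stabilized, and among the 50 genes behind the terms 21 had this profile.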

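The paper's list of AAC None genes holds 89 genes, of which 72 were dynamic in the piecewise fits and 67 were also kept as a straight line, with a median adjusted R2 of 0.412.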

No significant enrichments were identified for AAC “None” genes. 

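The 58 genes that the paper lists as COMBO Up had a median adjusted R2 of 0.170 here, with 25 dynamic and 23 of these Up. The paper places 1.0e+02 (rounded) of its 163 COMBO breakpoints before day 13 and 21 after day 45, outside the days allowed here.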

For COMBO “Up” genes, enrichments were related to ubiquitin-protein transferase activity, negative regulation of smooth muscle cell differentiation, and negative regulation of miRNA transcription by RNA polymerase II. For the COMBO “Down” genes, enrichments were primarily related to DNA binding and repair mechanisms and cell microtubule activity. 

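All but 1 of the paper's 16 COMBO Down genes were dynamic here, 15 in all and each of them Down, with a median adjusted R2 of 0.507.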

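In COMBO, 47 of the 89 genes listed by the paper as Stabilized were dynamic in these fits, 34 of them with the same profile.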

No significant enrichments were identified for COMBO “Stabilized” genes. For COMBO “None” genes, enrichments were primarily related to B-cell receptor signaling, interleukin receptor signaling, and mitochondrial activity. 

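The 358 genes of the paper's COMBO None list had a median adjusted R2 of 0.266 here, below the cutoff of 0.305, and 1.2e+02 of them were dynamic (rounded). Of the 229 genes behind the terms 70 were dynamic, 61 of them as a straight line.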

For INR “Up” genes, enrichments were primarily related to DNA synthesis and cell cycle, cellular response to stress and external stimuli, heat shock protein production and binding, interleukin 17 signaling, response to interleukin 4, antigen processing and presentation, and mitochondrial translation. 

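Of the paper's 15 INR Up genes, 11 were dynamic here, all 11 as Up, and the list had a median adjusted R2 of 0.519. Among the paper's 235 INR genes with a breakpoint, 8 have it before day 13 and 40 after day 45, where none was fitted here.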

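The INR Down list of the paper has 77 genes, and 55 of them were dynamic here, each as Down, with a median adjusted R2 of 0.376.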

No significant enrichments were identified for INR “Down” genes. 

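For the paper's 143 INR Stabilized genes, 47 were dynamic here and 2 of these were Stabilized, with a median adjusted R2 of 0.255 against the cutoff of 0.316.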

For INR “Stabilized” genes, enrichments were primarily related to cholesterol and steroid biosynthesis, NF-kappa B signaling, B-cell receptor signaling, inflammasomes, and AMP binding. For INR “None” genes, enrichments were primarily related to innate immunity, cellular response to stress and external stimuli, heat shock protein production and binding, DNA synthesis and cell cycle, autophagy and antigen presentation, neutrophil degranulation, T-, leukocyte, and dendritic cell chemotaxis, and post-translational modification.

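Of the 33 genes listed by the paper as INR None, 23 were dynamic in these fits and 11 were kept without a breakpoint.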

## 4. Discussion

Trace mineral supplementation is performed via indirect methods, such as pasture fertilization, or direct methods, such as mineral licks, oral drenches, boluses, and/or parenteral injections. However, factors such as season, individual animal preferences and behavioral patterns, mineral palatability, and delivery methods influence mineral intake, often resulting in over- or underconsumption within the herd [51]. While free-choice minerals are commonly provided to grazing cattle, they do not guarantee optimal intake. As such, energy fortification and protein supplementation are often recommended to ensure proper trace element intake, albeit with potential increases in production costs [52]. To mitigate costs, producers may reduce supplementation frequency, although limited research exists on its impact on performance and physiological parameters. Therefore, the present study serves to investigate this area by evaluating the effects of three trace element supplementation protocols on liver and serum mineral concentrations and whole blood gene expression dynamics in high-risk stocker cattle. Through this research, our goal is to elucidate the potential immunomodulatory and metabolic shifts associated with these strategies over time.

Previous research has been performed with cattle in an effort to identify immunological changes associated with supplied minerals and subsequent biological concentrations [53,54,55,56,57,58,59,60]. Importantly, our work differs from the aforementioned studies in that we leveraged both liver and serum mineral concentrations while comprehensively targeting systemic gene (mRNA) expression in a time-course manner; our approach may provide improved insights to up- and downstream organ systems in relation to mineral supplement protocols instead of from targeted tissue types such as liver or muscle [61]. Moreover, our work utilizes commercial high-risk stocker cattle to capture information related to management programs routinely enrolled in post-weaned cattle production systems. However, several limitations exist in this study. First, our design lacks a control group, and therefore the findings should not be interpreted for effect but for comparison. Additionally, background information related to prior management and genetics for these animals is unknown. While this is a common feature of high-risk cattle management, the association of mineral supplement protocols with prior exposures, such as vaccination, health events, potential progeny differences, and maternal conditioning, is unknown in this study and warrants dedicated research [56,62,63,64,65,66]. Finally, interactions between the gastrointestinal and/or respiratory microbial communities and trace element absorption, with accompanying immunological alterations, were not accounted for in this study and are an important topic in cattle health and management research [67,68,69].

### 4.1. Liver and Serum Mineral Concentrations

Liver and serum cobalt (Co) and copper (Cu) concentrations increased significantly over the first 28 days across all three supplementation groups. This observed increase may suggest efficient bioavailability and accumulation of Co and Cu, indicating the metabolic utilization of these elements within the liver [21]. The lack of significant differences between these groups in the first 28 days indicates that the type of supplementation (organic or inorganic) did not significantly influence Co and Cu accumulation [21,63]. However, liver concentrations of Cu, which may more accurately represent bioavailability, demonstrated a more distinct response compared to serum concentrations [63].

First, Cu concentrations were significantly higher across all three groups at day 60 compared to day 28, suggesting a linear increase over time in terms of hepatic absorption, regardless of supplement regimen. And second, the COMBO group displayed significantly higher copper concentrations compared to the AAC group on day 60. This finding suggests potential synergistic effects between the supplemented trace elements or differential metabolic pathways influenced by the combined supplementation, as seen by differences in the “Down” trending genes and enrichments between the AAC and COMBO groups. Moreover, the positive linear associations observed between liver and serum Co and Cu concentrations suggest coordinated regulation or similar metabolic pathways governing the homeostasis of these trace elements within the body. These findings underscore the importance of considering systemic mineral dynamics and interrelations when assessing the effects of supplementation.

The lack of significant differences in manganese (Mn) and zinc (Zn) concentrations between groups at any time point or within each group over time indicates that the chosen supplementation regimens did not significantly affect the accumulation of these minerals in the liver or serum. While research suggests that Mn and Zn supplement enhances performance (i.e., weight gain, dietary efficiency) and anabolic processes in commercial beef cattle, the source of these elements may not be as important as the general availability within forages [57,70,71,72,73,74,75]. However, notable limitations of this study to comprehensively address the relative effects of Mn and Zn supplementation on transient liver and serum accumulation, in addition to dynamic gene expression, are related to the lack of a negative control group and high-frequency sampling closer to the time point of arrival. It is possible that key biological features influenced by Zn or Mn were missed because they occur early on once cattle begin consuming or are administered these products. Future research directions focusing on addressing these research gaps and investigating the effect of differing geographical locations and production stages in North American beef production systems are highly warranted.

### 4.2. Whole Blood Gene Expression Dynamics

When evaluating sample dissimilarity through PCA, global gene expression patterns appeared to be greatly influenced, specifically by AAC and COMBO supplements, while INR effects were far more variable. Moreover, the same genes, *ADAT1*, *GLRX3*, *LGALS3*, *LOC786987*, *MEI1*, *MTCP1*, *PIK3AP1*, *PRDM5*, *PRPF19*, *SYN1*, *TMEM132B*, and *U2SURP*, were drivers of gene expression patterns (PCs), which possessed significant correlations with the growth rates, supplement allocations, and serum and liver mineral concentrations of these cattle. Of particular interest in immunity and inflammatory signaling, previous research has implicated the importance of these genes with cell survival, inflammatory regulation, and lymphocyte activity [76,77,78,79,80,81,82,83,84,85,86,87]. Moreover, when evaluating trend-wise gene expression over time, consistent “Stabilized” gene expression patterns were found between the AAC and COMBO groups. These shared genes have been identified as important molecules associated with lipid metabolism, glucocorticoid responsiveness, and immunological development and signaling in cattle [88,89,90,91,92]. Furthermore, through a pairwise comparison of groups at each timepoint, minimal differences were observed between the AAC and COMBO groups. While this is relatively expected, considering the only difference between these groups was the administration of the trace mineral drench product (Profusion) upon arrival, more transient effects of the drench product may have been observed if sampling had been performed more frequently (e.g., hourly, daily after administration). These effects may play a critical role in modulating immunity in a more acute fashion and warrant further research. 

Differential expression analysis revealed significant alterations in gene expression profiles between the AAC and INR groups, particularly evident on days 13, 28, and 45. On day 13, differences seen between the AAC and INR groups were primarily related to cell surface activity, transmembrane receptor signaling, ATPase activity, neutrophil degranulation, lymphocyte activation, MCH class I antigen presentation, and IL-4, -7, and -10 cellular activity. The upregulation of genes associated with B- and T-cell activation and proliferation, accompanied by these interleukin-linked gene expression patterns, suggests a potential enhancement of adaptive immune response and homeostasis in cattle receiving AAC supplementation in the first two weeks following facility arrival, when compared to INR supplementation, possibly through dendritic cell-dependent activity [93,94,95,96,97,98]. Conversely, decreased expression of genes related to neutrophil degranulation and platelet activation in AAC compared to INR may reflect alterations in inflammatory and hemostatic processes or a shift in immunological tendencies (i.e., innate versus adaptive immunity reliance) between these two groups.

By day 28, a reduction in the number of DEGs was observed; however, significant enrichment of functional enrichments related to nervous system development, immune responses, and cellular differentiation persisted between AAC and INR cattle. The downregulation of genes in AAC cattle compared to INR cattle involved in B-cell receptor signaling and osteoclast differentiation may suggest a delay in the response around lymphocytic proliferation and physiological development that was comparatively observed earlier (D13) in AAC cattle, albeit through different genes and cellular mechanisms.

On day 45, differentially expressed genes and accompanying enrichments identified between AAC and INR cattle were primarily related to immunological regulation, lipid metabolism, and cytokine signaling. Notably, decreased expression of genes in AAC cattle when compared to INR cattle involved in interferon signaling and bile acid metabolism may suggest potential long-term modulation of inflammatory and metabolic pathways in response to organically sourced trace mineral supplementation [99,100]. Furthermore, the persistent upregulation of genes related to lymphocytic activation underscores the potential immunomodulatory effects of organically sourced trace minerals compared to inorganically sourced trace minerals.

## 5. Conclusions

This study aids in providing a more comprehensive understanding of the complex interactions between trace element supplementation, mineral metabolism, and gene expression dynamics, specifically focused on the immune system. Further investigations are warranted to elucidate the specific molecular pathways and regulatory networks underlying the observed effects, potentially driving precision-based supplementation strategies and therapeutic interventions targeting trace element deficiencies or imbalances in high-risk settings. Additionally, future studies may explore additional time points and cross-system (cow-calf to stocker; stocker to feedlot) assessments to further delineate the temporal dynamics of mineral accumulation and immunological changes. Additionally, the future integration of multi-omics approaches, including incorporating genetic, metabolomic, and metagenomic sequencing data, may provide a more comprehensive understanding of the systemic effects of trace element supplementation.

## Figures and Tables

**Figure 1:**
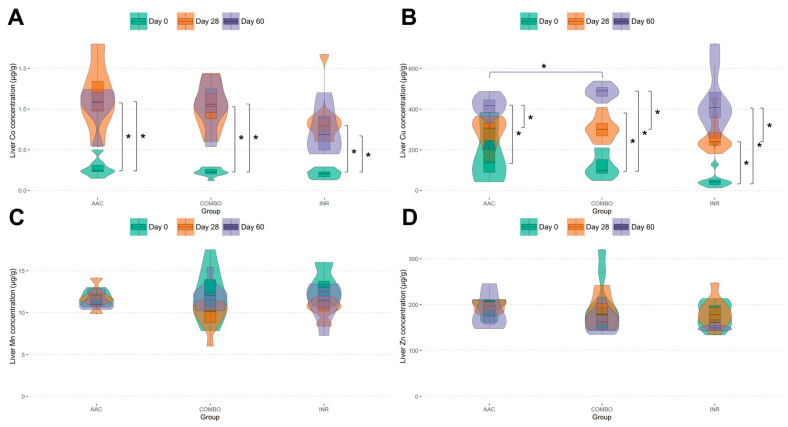
Violin plots of liver concentrations (μg/g) of (**A**) Co, (**B**) Cu, (**C**) Mn, and (**D**) Zn levels. Relative distributions of concentrations are depicted by day (0, 28, 60), median and quartile values are represented by embedded box plots, and any significant differences are described with a star (*).

**Figure 2:**
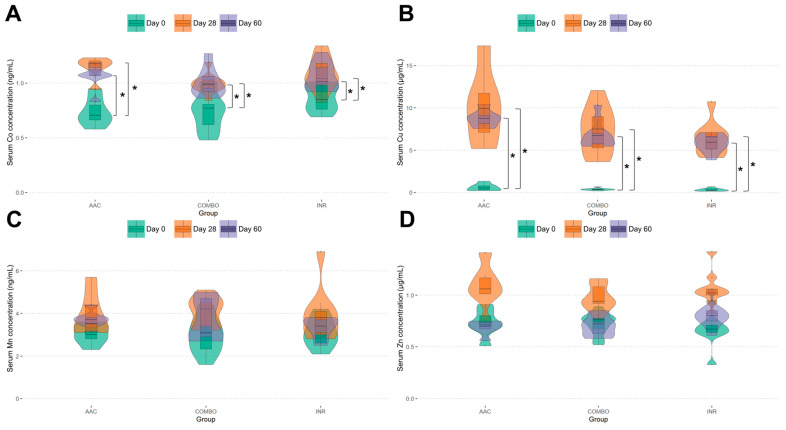
Violin plots of serum concentrations (ng/mL) of (**A**) Co, (**B**) Cu, (**C**) Mn, and (**D**) Zn levels. Relative distributions of concentrations are depicted by day (0, 28, 60), median and quartile values are represented by embedded box plots, and any significant differences are described with a star (*).

**Figure 3:**
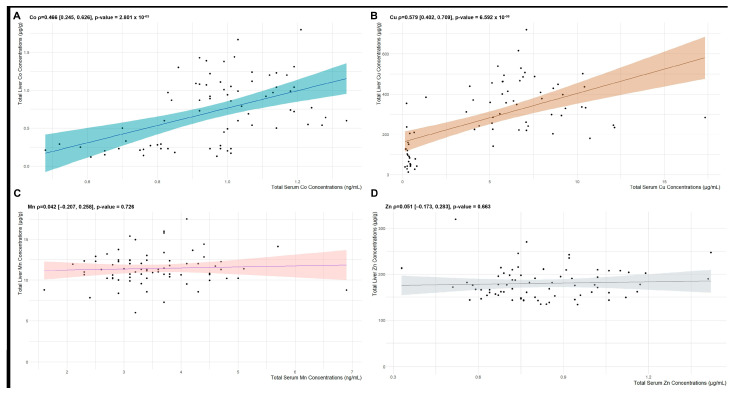
Scatterplot and fitted linear correlation lines between serum (*x*-axis; ng/mL) and liver (*y*-axis; μg/g) concentrations of (**A**) Co, (**B**) Cu, (**C**) Mn, and (**D**) Zn levels.

**Figure 4:**
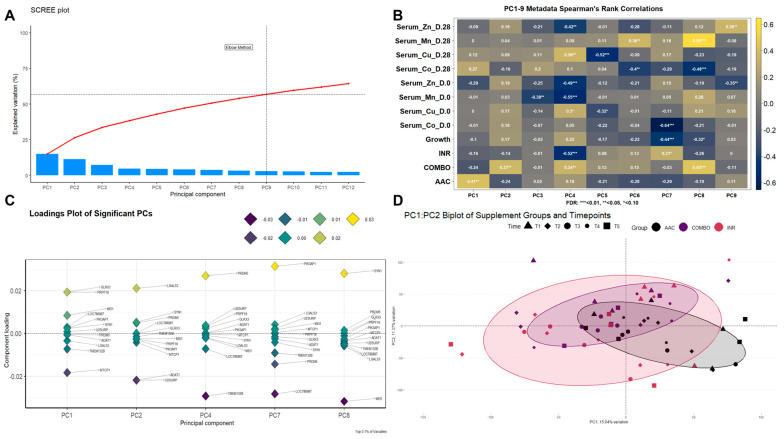
Principal component analysis (PCA) of filtered and normalized gene expression data for all 59 samples. (**A**) Scree plot depicting the first nine principal components (PCs) retained for downstream analyses per the automated elbow method. (**B**) Metadata correlation heatmap with retained PCs via Spearman’s rank correlation coefficients. Color scaling represents the R-value captured between each PC and metadata component; yellow/white cells represent a higher positive value, and purple/black cells represent a lower negative value. Significance was calculated through FDR adjustments and is indicated by * FDR < 0.10, ** FDR < 0.05, or *** FDR < 0.01. (**C**) Loadings plot graph of the top 0.1% annotated genes driving associated variation and directionality (*y*-axis) of PC1, PC2, PC4, PC7, and PC8; genes identified by variance are seen as the most responsible for driving variation with each of the aforementioned PCs. Color (dark yellow to dark purple; positive to negative) demonstrates the corresponding directionality of expression and strength of influence for each gene within each PC. (**D**) Biplot of PC1 and PC2, which possess significant correlation with AAC and COMBO supplementation groups, respectively. Samples were colored by supplementation group (black = AAC, purple = COMBO, red = INR) and shaped by time point (triangle = D0 (T1), diamond = D13 (T2), large circle = D28 (T3), small circle = D45 (T4), square = D60 (T5)). Individual plots (vectors) represent the PC score of the individual sample by gene expression, and vector distances along the *x*- and *y*-axes represent the total variational influence. Ellipses were calculated from multivariate t-distributions and encompassed 80% confidence levels of expressional t-distribution across all time points.

**Figure 5:**
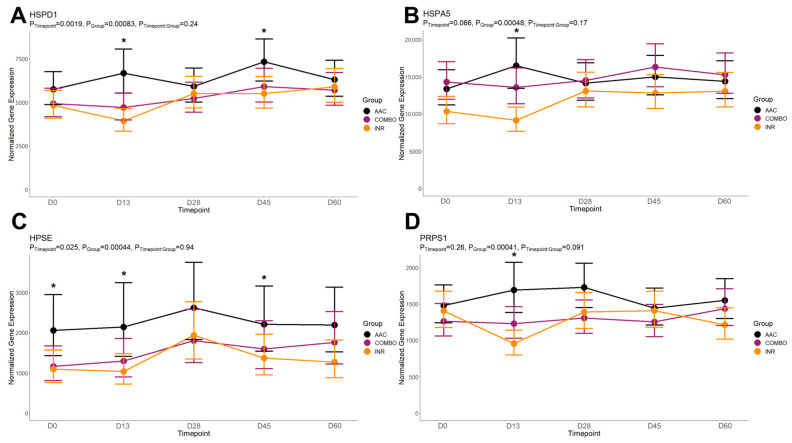
Fitted gene expression modules of genes driving significant functional enrichments between AAC and INR at day 13. Points and bars represent the estimated mean and confidence intervals of normalized expression values for each group within each timepoint, respectively, based on the fitted regression model from glmmSeq. Stars (*) represent significant differential expression based on edgeR analysis (FDR < 0.10). Fitted plots represent the relative expression for (**A**) *HSPD1*, (**B**) *HSPA5*, (**C**) *HPSE*, and (**D**) *PRPS1*.

**Figure 6:**
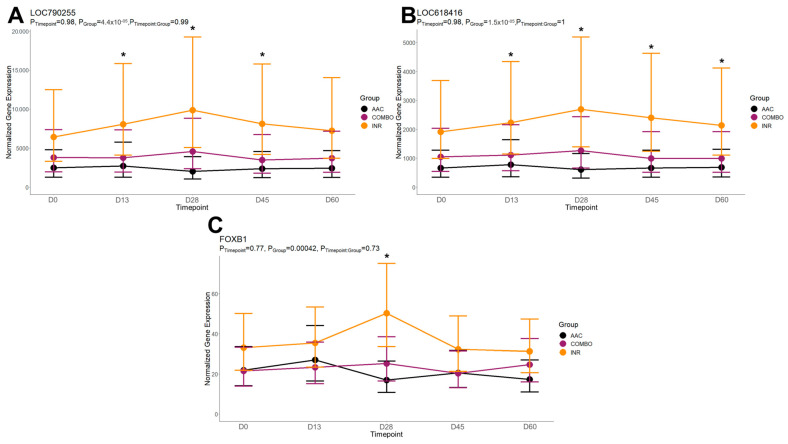
Fitted gene expression modules of genes driving significant functional enrichments between AAC and INR at day 28. Points and bars represent the estimated mean and confidence intervals of normalized expression values for each group within each timepoint, respectively, based on the fitted regression model from glmmSeq. Stars (*) represent significant differential expression based on edgeR analysis (FDR < 0.10). Fitted plots represent the relative expression for (**A**) *LOC790255* (*LILRA6*), (**B**) *LOC618416* (*LILRA6*), and (**C**) *FOXB1*.

**Figure 7:**
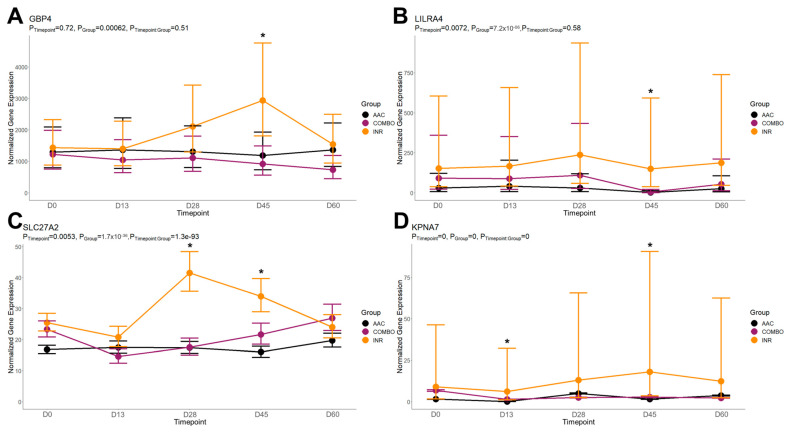
Fitted gene expression modules of genes driving significant functional enrichments between AAC and INR at day 45. Points and bars represent the estimated mean and confidence intervals of normalized expression values for each group within each timepoint, respectively, based on the fitted regression model from glmmSeq. Stars (*) represent significant differential expression based on edgeR analysis (FDR < 0.10). Fitted plots represent the relative expression for (**A**) *GBP4*, (**B**) *LILRA4*, (**C**) *SLC27A2*, and (**D**) *KPNA7*.

**Figure 8:**
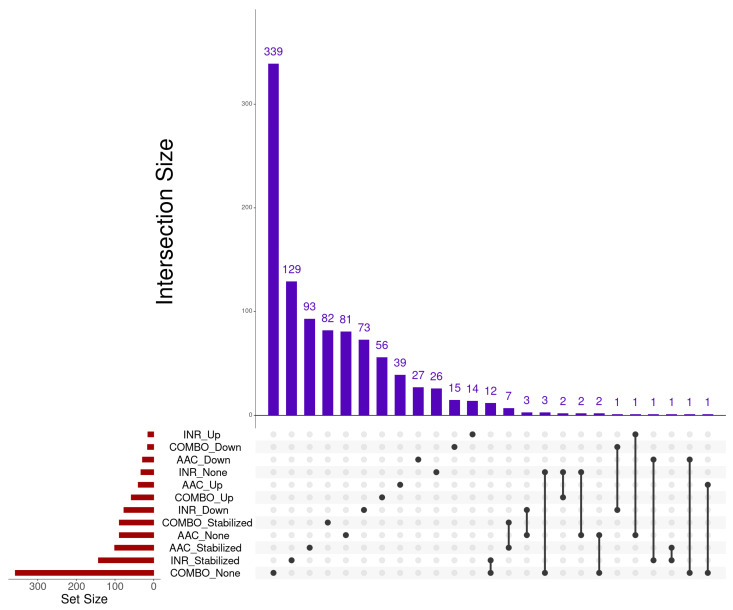
Upset plot indicating the number of overlapping dynamically expressed genes identified through Trendy. Set Size represents the total number of genes identified within each group-direction analysis (i.e., COMBO-“None” genes, COMBO-“Up” genes, etc.). Intersections of genes identified between each analysis are demonstrated by the bar graph. Dots and lines indicate if genes were identified between two or more analyses.

**Table 1:** Nutritional composition of the organic (AAC, COMBO) and inorganic (INR) diets supplemented.

Item	INR	AAC
**Composition, as-fed basis**		
Cracked corn, %	47.15	47.15
Cottonseed meal, %	19.78	19.78
Cottonseed hulls, %	17.99	17.99
Soybean hull pellet, %	12.89	12.79
Macromineral mix ^1^, %	2.16	2.21
Inorganic trace mix ^2^, %	0.051	0
Organic trace mix ^3^, %	0	0.09
**Nutritional profile ^4^, dry matter basis**		
Dry matter, %	87.8	88
Net energy for maintenance, Mcal/kg	1.56	1.5
Net energy for gain, Mcal/kg	0.97	0.91
Total digestible nutrients, %	65.83	65.53
Acid detergent fiber, %	26.9	27.23
Neutral detergent fiber, %	36.07	34.73
Crude protein, %	16.93	15.7
Ca, %	0.95	0.64
P, %	0.56	0.49
Mg, %	0.31	0.26
K, %	1.02	0.93
Na, %	0.18	0.11
S, %	0.19	0.18
Co, ppm	1.1	1.5
Cu, ppm	21	18.7
Fe, ppm	155	141
Mn, ppm	44.7	40.7
Se, ppm	0.32	0.29
Zn, ppm	77.3	73

^1^ Customized blend of minerals, vitamins, and feed additives (Ware Milling, Houston, MS, USA), which contained sodium monensin (Rumensin: Elanco Animal Health, Greenfield, IN, USA) at 120 g/ton. ^2^ Customized blend of trace minerals (Ware Milling, Houston, MS, USA), which contained Co, Cu, Mn, and Zn as sulfate sources. ^3^ Availa 4 (Zinpro Corporation, Eden Prairie, MN, USA), which contained (dry matter basis) 5.15% Zn from 1:1 Zn and amino acid (AA) complex, 2.86% Mn from 1:1 Mn and AA complex, 1.80% Cu from 1:1 Cu and AA complex, and 0.18% Co from Co glucoheptonate. ^4^ Based on wet chemistry procedures by a commercial laboratory (ServiTech Inc., Dodge City, KS, USA). Calculations for net energy maintenance and gain used equations proposed by the NASEM [20].

**Table 2:** Feed and trace element intake across all three treatment cohorts.

Item	AAC	COMBO	INR	SEM	*p*-Value
Feed intake, kg/day	10.5	10.0	10.0	0.4	0.49
Co, mg/day	11.6 ^b^	15.0 ^a^	14.9 ^a^	0.5	<0.01
Cu, mg/day	220.9 ^a^	186.1 ^b^	186.8 ^b^	7.8	0.004
Mn, mg/day	470.3 ^a^	406.5 ^b^	405.1 ^b^	16.2	0.01
Zn, mg/day	813.2 ^a^	729.0 ^b^	726.6 ^b^	28.7	0.06

Means with different superscripts differ significantly (*p* ≤ 0.05).

**Table 3:** Total number of significant functional enrichments (Gene Ontology (GO), pathways (KEGG and Reactome)) identified by dynamically expressed genes within each group (AAC, COMBO, and INR).

Number of Enriched GO Terms				
	Up	Down	Stabilized	None
**AAC**	34	35	20	0
**COMBO**	3	25	0	15
**INR**	84	0	15	47
**Number of Enriched KEGG and Reactome Pathway**				
	**Up**	**Down**	**Stabilized**	**None**
**AAC**	27	21	12	0
**COMBO**	0	4	0	11
**INR**	31	0	9	39

## Data Availability

The data presented in this study are openly available in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI-GEO), under the accession number GSE225397.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ani14152186/s1, File S1: Liver and serum mineral concentrations from all disease-free cattle; File S2: Metadata for all sequenced healthy cattle samples; File S3: Differentially expressed genes identified between groups through glmmSeq (FDR < 0.05) and edgeR glmQLF testing (FDR < 0.10); File S4: Functional enrichments identified from DEGs discovered through glmmSeq and edgeR testing (FDR < 0.05); File S5: Trend-wise expression of significant genes by trace element supplement group; File S6: Functionally enriched GO terms and pathways for gene trends by supplement group (FDR < 0.05).

How the deposited data were processed for this re-analysis (not part of the article)

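Whole blood RNA was sequenced from 12 healthy steers, 4 each in the AAC, COMBO and INR groups, on days 0, 13, 28, 45 and 60, and 59 libraries were used after the authors removed the library of AAC animal 48 at day 13. The authors trimmed the reads with Trimmomatic, mapped them with HISAT2 to ARS-UCD1.3, assembled transcripts with StringTie and made gene counts with prepDE. The values deposited by the authors are counts per gene, without normalization, for 32395 genes, and no filter on low counts was seen in them. These counts are derived from read coverage, transcript length and read length, and are not direct tallies of reads. A further 70 libraries, from cattle treated for bovine respiratory disease (BRD), were fitted separately.

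Total counts per library ranged from 31613545 to 59809837 over the 59 libraries, with a median of 44268685. The smallest level treated as detected in a group was 3 counts, and such floors cover counting error alone. Over the libraries of the same group and day, the biological coefficient of variation was 36.8%.

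Differential expression was computed in R 4.3.3 with edgeR 4.0.16 on the 18269 genes that passed filterByExpr over the 15 combinations of group and day. The model had TMM factors, a common dispersion and quasi-likelihood F-tests, with Benjamini-Hochberg adjustment within each comparison and day and a threshold of 0.10. Tests on CPM used these TMM factors. Alternatives were DESeq2 1.42.0, RLE factors, a trended dispersion, an FDR of 0.05, other filters on low counts (26007 or 13672 genes), each pair of groups at a day alone, all 129 libraries together, limma 3.58.1 with voom and a correlation within animals, animal as a block with the change from day 0, and each animal left out in turn. Covariates for pen, body weight and growth, 2 factors estimated from the residuals, and the removal of a single library were added after seeing the data.

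The group term of a negative binomial mixed model with pen and animal as random effects was fitted with lme4 1.1.37, car 3.1.3 and glmmTMB 1.1.9, with the negative binomial family of MASS 7.3.60.0.1 at the dispersion estimated by edgeR. Principal components were computed on 16443 genes with a prior count of 2 and related to groups, growth rate and serum minerals by Spearman's rho over libraries and by permutation over the 12 animals. Piecewise regression with at most 1 breakpoint, between days 13 and 45, was fitted to RLE-normalized counts of genes with a mean of at least 10. The calls of each comparison were counted again over the 35 splits of its 8 animals, and over 100 of 330 splits of the BRD cattle. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

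The methods were tested on simulated data, with 200 genes changed by a log2 fold change of 2, and edgeR recovered 181 of them with 16 false calls. At a log2 fold change of 1 it recovered 3 of 200 genes in libraries of 3 against 4. The simulated data had the same dispersion for all genes and no differences between animals, so these shares need not hold for the data.

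The rules for the named genes were fixed before the data were examined. The named genes are every gene the paper names for expression in its results or legends, the input genes of its enriched terms for the comparisons, except CLEC2D and POM121, whose names match no tested gene, and the 3 genes of smallest p among the calls of each comparison and day, with genes named after their values were seen marked as such. Pen or animal as a plain factor was fitted after seeing the data and kept out of the alternatives, because each lies within a group and the comparison then depends on which pens or animals serve as reference. Enrichment of terms was not recomputed, and the paper's lists of terms were used only for the genes behind them.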

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

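Among the tests below, those of the other INR animals for connective tissue markers and of the genes highest in a single library were chosen only after the result was seen.

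In 69 groups of 4 animals, 3 had an animal far from the others, where chance gives 3.5. LOC618416 in INR at day 13 was at 126.1 CPM in animal 50, with the nearest animal at 42.66, and PCOLCE in the same library was at 76.18, with the nearest at 48.53. KPNA7 in AAC at day 45 was at 0.1792 CPM in animal 46 (8 counts) and 0 in the other 3, a level near the floor of 3 counts. No biological explanation was tested for KPNA7.

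In the day 13 library of INR animal 50, the mean of fibroblast markers on the log2 scale was 7.24, which is 8.31 above the median of the other 58 libraries and above their highest values of 4.64 (INR animal 30 at day 28), 3.19 (AAC animal 34 at day 28) and 3.18 (COMBO animal 6 at day 13), which is consistent with RNA from connective tissue in that library. The library total ranked 27 of 59, so depth is not a candidate. Its best match among the libraries of its own animal ranked 3 of 58, while the other 58 libraries each matched their own animal best, so a mislabelled or mixed sample cannot be excluded. Of the other 3 INR animals, 0 were above all AAC and COMBO animals in the markers, which goes against the supplement as the source. Without the library, 8 of the 44 genes lower in AAC at day 13 kept their call and 0 of the 13 higher genes did. Of the 44, 29 were highest in this library, which may contribute to their calls. The loss of the 13 higher calls was not tested for a cause. Leaving out another day 13 library of INR, of animal 7, 10 or 30, gave 180, 672 and 181 calls, and leaving out that of AAC animal 34, 46 or 49, which leaves 2 AAC libraries, gave 0, 0 and 1.

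With animal as a block, the change from day 0 differed between COMBO and INR at day 60 for 5 genes and between AAC and INR at day 13 for 1 gene, TNS1, by edgeR's quasi-likelihood test. For TNS1 the difference was -3.13 on the log2 scale (FDR = 0.0174, edgeR). No technical explanation was tested for the 5 genes, and TNS1 is among the genes affected by the library of INR animal 50, with a log2 fold change of -1.77 without that animal against -2.71 with it.

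The paper does not report on the BRD cattle by supplement. Between AAC and COMBO, 2382 genes differed at day 0 and 1188 calls were made over days 13 to 60. Between COMBO and INR, 170 genes differed at day 0 and 3 calls were made later, and between AAC and INR 60 genes differed at day 0 and 484 calls were made later (FDR < 0.10, edgeR). For AAC against COMBO at day 0, 1 of the 35 splits of the 7 animals, the real one, gave as many genes. Library totals did not differ (exact permutation p = 0.971) and neither did platelet markers (exact permutation p = 1). Pen and the drench before shipment both go with the group, so they cannot be told apart. For AAC against INR at days 13 to 60, 4 of 100 splits of the 11 animals gave as many calls. Of the 484 calls, 224 were at day 60, where the fit included INR animal 40, whose library the paper singles out for low RNA integrity. The times of disease and treatment were not part of the fits, and COMBO cattle were also drenched at treatment. Differences after day 0 therefore cannot be credited to the feed alone. With animal as a block, which compares the change from day 0, the calls at days 13, 28, 45 and 60 were 1, 0, 0 and 0 for AAC against INR. In simulated counts of 3 libraries against 4 the block fit recovered 0% of genes with a log2 fold change of 1 and 52% with 2. These sizes are not those of the BRD cattle, with 4 AAC and 7 INR animals, and the simulated counts had no differences between animals. At the same days the block calls were 14, 0, 2 and 304 for COMBO against INR and 219, 0, 0 and 878 for AAC against COMBO. Low power was therefore not shown to be the reason for the few calls of AAC against INR. Those few calls do not settle whether the difference was present at day 0.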

How the results depend on the processing

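The alternatives were set before the data were examined, except those said to be added. For the genes named, RLE factors, a trended dispersion and a minimum of 10 counts in every library kept the direction and the side of the threshold of each result they were run on. DESeq2 made 21 of 49 stronger and 1 weaker, limma voom made 8 stronger and 11 weaker, and the fit of only the 2 groups at a day made 18 weaker.

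The numbers of DEGs moved with most alternatives, and the cause was not tested. With all 12 animals, the counts were 34 for AAC against COMBO at day 0 and 1 later, 5 for COMBO against INR at day 0 and 8 later, and 0, 57, 0, 0 and 0 for AAC against INR at days 0, 13, 28, 45 and 60, where 596, 2805, 1553, 1591 and 1427 genes had an unadjusted p below 0.05. FDR under 0.05 in place of 0.10 gave 13 for AAC against COMBO at day 0, 4 for COMBO against INR at days 13 to 60 and 10 for AAC against INR at day 13. DESeq2 in place of edgeR gave 211 for AAC against COMBO at day 0, 85 for AAC against COMBO at days 13 to 60, 95 for COMBO against INR at day 0, 150 for COMBO against INR at days 13 to 60, 23 for AAC against INR at day 0, 426 for AAC against INR at day 13, 46 for AAC against INR at day 28, 90 for AAC against INR at day 45 and 18 for AAC against INR at day 60. All genes with at least 1 count gave 16 for AAC against COMBO at day 0 and 37 for AAC against INR at day 13. Only the 2 groups at that day gave 1 for AAC against COMBO at day 0, 2 for AAC against COMBO at days 13 to 60, 2 for COMBO against INR at day 0, 3 for COMBO against INR at days 13 to 60, 0 for AAC against INR at day 13 and 1 for AAC against INR at day 45. All libraries, healthy and BRD cattle gave 0 for AAC against COMBO at day 0, 0 for AAC against COMBO at days 13 to 60, 0 for COMBO against INR at day 0, 17 for COMBO against INR at days 13 to 60, 136 for AAC against INR at day 13 and 1 for AAC against INR at day 28. Genes with at least 10 counts in every library gave 0 for AAC against COMBO at days 13 to 60, 2 for COMBO against INR at days 13 to 60 and 35 for AAC against INR at day 13. The limma voom fit with correlation within animals gave 0 for AAC against COMBO at days 13 to 60, 2 for COMBO against INR at days 13 to 60, 18 for AAC against INR at day 13, 8 for AAC against INR at day 28 and 4 for AAC against INR at day 45. Replicate block, change from day 0 gave 0 for AAC against COMBO at days 13 to 60, 5 for COMBO against INR at days 13 to 60 and 1 for AAC against INR at day 13. Trended dispersion in place of common gave 4 for COMBO against INR at days 13 to 60.

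Among the added alternatives, chosen after seeing the data, the cause was not tested either, and counts in exponent form are rounded to 2 digits. Pen within group as covariate gave 265 for AAC against COMBO at day 0, 2 for AAC against COMBO at days 13 to 60, 382 for COMBO against INR at day 0, 35 for COMBO against INR at days 13 to 60, 1 for AAC against INR at day 0, 32 for AAC against INR at day 13, 1 for AAC against INR at day 28, 28 for AAC against INR at day 45 and 1 for AAC against INR at day 60. Body weight as covariate gave 66 for AAC against COMBO at day 0, 2 for AAC against COMBO at days 13 to 60, 224 for AAC against INR at day 13, 2 for AAC against INR at day 28 and 28 for AAC against INR at day 45. Growth rate as covariate gave 465 for AAC against COMBO at day 0, 7 for AAC against COMBO at days 13 to 60, 8 for COMBO against INR at day 0, 18 for COMBO against INR at days 13 to 60, 840 for AAC against INR at day 13 and 13 for AAC against INR at day 45. Average daily gain as covariate gave 182 for AAC against COMBO at day 0, 3 for AAC against COMBO at days 13 to 60, 382 for AAC against INR at day 13, 1 for AAC against INR at day 28 and 2 for AAC against INR at day 45. Pen number and growth rate as covariates gave 503 for AAC against COMBO at day 0, 9 for AAC against COMBO at days 13 to 60, 8 for COMBO against INR at day 0, 14 for COMBO against INR at days 13 to 60, 972 for AAC against INR at day 13, 4 for AAC against INR at day 28 and 1.1e+02 for AAC against INR at day 45. Pen number and body weight as covariates gave 107 for AAC against COMBO at day 0, 4 for AAC against COMBO at days 13 to 60, 28 for COMBO against INR at days 13 to 60, 461 for AAC against INR at day 13, 3 for AAC against INR at day 28 and 178 for AAC against INR at day 45. Body weight and growth rate as covariates gave 589 for AAC against COMBO at day 0, 53 for AAC against COMBO at days 13 to 60, 9 for COMBO against INR at day 0, 29 for COMBO against INR at days 13 to 60, 1 for AAC against INR at day 0, 1024 for AAC against INR at day 13, 6 for AAC against INR at day 28, 71 for AAC against INR at day 45 and 1 for AAC against INR at day 60. 2 factors from the residuals as covariates gave 791 for AAC against COMBO at day 0, 1.0e+02 for AAC against COMBO at days 13 to 60, 152 for COMBO against INR at day 0, 32 for COMBO against INR at days 13 to 60, 2006 for AAC against INR at day 13, 19 for AAC against INR at day 28 and 51 for AAC against INR at day 45. Pen number as covariate gave 1.9e+02 for AAC against INR at day 13, 1 for AAC against INR at day 28 and 76 for AAC against INR at day 45. Without the day-13 library of INR animal 50 gave 8 for AAC against INR at day 13.

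Across the 8 fits that each left out 1 animal, the counts ranged from 0 to 237 for AAC against COMBO at day 0 and from 0 to 16 later, from 0 to 135 for COMBO against INR at day 0 and from 1 to 72 later, and for AAC against INR from 0 to 1 at day 0, 0 to 619 at day 13, 0 to 1 at day 28, 0 to 39 at day 45 and 0 to 2 at day 60. In the BRD cattle, the 484 calls of AAC against INR at days 13 to 60 became 1572 with DESeq2, 229 with all genes of at least 1 count and 1 with animal as a block. The 4 calls shared with the paper's mixed model became 14 with the mixed model fitted here, 11 when it was fitted without the Hessian (added) and 0 with counts summed per animal, where 1472 genes had an unadjusted p below 0.05. The share of DEGs with the same sign at day 0, 70.2%, was 100% for the shared calls and 69% for the DESeq2 calls, and these genes were chosen with the real groups, which favours the real split.

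The relation of PC4 with COMBO changed sign to -0.147 with log2(TMM CPM + 2), -0.166 with no genes removed for low variance and -0.139 with at least 10 counts in every library, where the scores of the component then ranked 4 had correlations of 0.159, 0.167 and 0.201 with PC4, so it was another component. For other pairs the exact p over the animals crossed 0.05 while rho over the libraries rose or fell. PC8 with COMBO, at a rho of 0.465 and an exact permutation p of 0.0283, went to 0.381 (p = 0.109) with at least 10 counts in every library, 0.511 (p = 0.0727) when centred and not scaled and 0.393 (p = 0.154) without TMM factors. PC1 with AAC, at 0.415 (exact permutation p = 0.0485), went to 0.428 (p = 0.0727) when centred and not scaled, and PC2 with COMBO, at 0.376 (p = 0.0727), to 0.435 (p = 0.0485) there and 0.36 (p = 0.0283) without TMM factors. When centred and not scaled, the components ranked 1, 2 and 8 had correlations of 0.775, 0.697 and 0.218 with those of the main fit, so the last was another component. With each animal left out, rho ranged from 0.222 to 0.53 for PC1 with AAC, 0.304 to 0.428 for PC2 with COMBO, 0.028 to 0.448 for PC4 with COMBO, -0.529 to -0.15 for PC4 with INR, 0.128 to 0.495 for PC7 with INR and 0.195 to 0.514 for PC8 with COMBO. Of the 25 pairs of components and measures past the threshold over libraries, 0 were past it over the 12 animals (added), a step that a single pair with a group could hardly pass with 4 animals against 8, where 8 had an unadjusted permutation p below 0.05.

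The dynamic genes numbered 745 in AAC, 914 in COMBO and 741 in INR. With animal means removed they were 2369, 2348 and 2404, and with no breakpoint 192, 230 and, rounded, 1.3e+02. Leaving out 1 animal gave 1282 to 1467 in AAC, 1053 to 2807 in COMBO and 777 to 2659 in INR, at the cutoff for all animals. The cutoff was not set again for any of these fits, so the changes in number do not measure how stable the calls are.

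Among the named genes, 4 changed sign. With animal as a block, the log2 value of HPSE for AAC against INR at day 45 was -0.031, of LOC618416 at day 60 0.043 and of CPXM2 at day 45 0.008, since the block compares the change from day 0 and these genes already differed then. WFIKKN1 for COMBO against INR at day 13 ranged from -4.68 to 0.11 with each animal left out, and was 0.11 without INR animal 7. Each named result was fitted under several settings. Of 421 such fits under the other alternatives set beforehand, 53 were weaker and 31 stronger. Of 392 fits that left out an animal, 61 were weaker and 24 stronger.

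Pen or animal as a plain factor was also fitted, after seeing the data. Each lies within a group, so the comparison depends on which pens or animals serve as reference and these fits were kept out of the alternatives. Pen as a factor gave 461 calls for AAC against COMBO and 6 for COMBO against INR at day 0, and 69, 1628, 266, 744 and 74 for AAC against INR at days 0, 13, 28, 45 and 60. Animal as a factor gave between 1437 and 6281 calls per comparison and day. In simulated counts with 3 libraries against 4, edgeR recovered 1.5% of genes with a log2 fold change of 1 and 90.5% with a log2 fold change of 2. With animal as a block it recovered 0% and 52%. The simulation gave every gene the common dispersion of these libraries and had no differences between animals. The calls at day 13 between AAC and INR include smaller changes, such as MRPL19 at 0.30.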

Differences from the paper's values

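Of 51 values of the paper that were also computed here, 27 differed. The paper describes DEGs matched between glmmSeq and edgeR, while the counts of DEGs here are edgeR calls alone. The paper's counts by comparison sum to 87, fewer than its stated total, and its abstract gives a higher count for AAC against INR. A gap in a count was taken as closed when a setting came within 1.5-fold of the paper's count. An equal count does not show that the same genes were called. The paper's correlation of PC4 was 0.49 with Zn at day 0, -0.42 with Cu at day 28 and 0.36 with Zn at day 28, and the values here were -0.507, 0.34 and -0.444. The alternatives for the components were run on the supplement groups alone, so none was tried on this gap. Figure 4B of the paper, read by eye, shows about -0.49, about 0.36 and about -0.42 for the same pairs.

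For AAC against COMBO the paper's count was 1 DEG at day 13 and 1 at day 28, and the counts here were 0 and 0, where 1300 and 1479 genes had an unadjusted p below 0.05. At day 13 the count was 1 without AAC animal 46 or without AAC animal 49. At day 28 it was 1 with only the 2 groups at that day, 1 without AAC animal 46, and 1 with pen within group or body weight as a covariate, both chosen after seeing the values. None of the other alternatives closed these gaps.

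For COMBO against INR the paper's count was 8 over all days, all at day 0, and the counts here were 13 and 5. The count over all days was 8 with an FDR of 0.05, 9 with a trended dispersion, 8 with at least 10 counts in every library, 6 with limma voom, 6 without COMBO animal 6, 6 without COMBO animal 42 and 12 without INR animal 50. At day 0 it was 6 with at least 10 counts in every library, and with covariates chosen after seeing the values it was 7 with pen number, 8 with growth rate, 6 with average daily gain, 8 with pen number and growth rate and 9 with body weight and growth rate. None of the other alternatives closed these gaps.

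For AAC against INR the paper's counts were 1, 18, 3, 16 and 1 at days 0, 13, 28, 45 and 60, and the counts here were 0, 57, 0, 0 and 0. At day 0 the count was 1 without INR animal 30, and 1 with pen within group or with body weight and growth rate, chosen after seeing the values. At day 13 it was 18 with limma voom. The paper describes matching edgeR calls with glmmSeq calls, and of the 57 calls 4 had the paper's group q below 0.05, 14 had an own mixed-model q below 0.05 and 11 did without the Hessian (chosen after seeing the values). At day 28 it was 2 with body weight, 4 with pen number and growth rate and 3 with pen number and body weight, all chosen after seeing the values. At day 45 it was 16 without AAC animal 46, and 13 with growth rate, chosen after seeing the values. At day 60 it was 1 with pen within group or with body weight and growth rate, chosen after seeing the values. None of the other alternatives closed these gaps.

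The paper's dynamic genes numbered 259 in AAC, 521 in COMBO and 268 in INR, and the counts here were 745, 914 and 741. For AAC the fit with no breakpoint gave 192, and none of the other alternatives closed the gap for AAC, COMBO or INR. Breakpoints were allowed from day 13 to day 45 in all of these, while of the paper's breakpoints 44 of 170 in AAC, 1.0e+02 (rounded) of 163 in COMBO and 8 of 235 in INR lie before day 13, and 73, 21 and 40 after day 45. The paper's AAC genes were 40 Up, 29 Down, 101 Stabilized and 89 None, and here 174, 170, 249 and 152. The paper's COMBO genes were 58 Up, 16 Down, 89 Stabilized and 358 None, and here 225, 205, 300 and 184. The paper's INR genes were 15 Up, 77 Down and 33 None, and here 254, 248 and 97. None in AAC was 1.2e+02 (rounded) with a mean count of at least 50, and None in COMBO was 517 with animal means removed, 403 without COMBO animal 42 and 345 without COMBO animal 57. None of the other alternatives closed the gaps of the profiles.

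The paper's log2 fold change of C5H12orf45 between AAC and COMBO at day 0 was 0.75746 in its supplement and 0.446 here. It was 0.65 without COMBO animal 3 and 0.607 without COMBO animal 6, and none of the other alternatives closed the gap. Further fits were searched because of this gap. It ranged from 0.22 to 0.7 over 24 fits without libraries of day 0, and from -0.63 to 1.26 over 2324 sets of covariates. None of these fits came within 0.005 of the paper's values for both this gene and STAP1.

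Of the 33 tests of input genes of the paper's terms between AAC and INR, 3 were called here. DESeq2 also called HSPD1, TPD52 and TTYH3 at days 13 and 45, HSPA5, PRPS1, ISLR, MRPL51 and SDC3 at day 13, LOC790255 at days 13, 28 and 45, LOC618416 at days 13, 28, 45 and 60, FOXB1 at day 28, and LILRA4 and CPXM2 at day 45. The limma voom fit called LOC790255 and LOC618416 at days 13, 28 and 45, FOXB1 at day 28 and TPD52 at day 13, and the fit of all libraries of healthy and BRD cattle called HSPA5 and ISLR at day 13. Without AAC animal 46, HSPD1 was called at day 45. Without INR animal 7, HSPA5, LOC618416, ISLR, SDC3, TPD52 and TTYH3 were called at day 13. Without INR animal 10, HSPD1, HSPA5, PRPS1, LOC790255, LOC618416, MRPL51, SDC3, TPD52 and TTYH3 were called at day 13 and LOC790255, LOC618416, LILRA4 and CPXM2 at day 45. Without INR animal 30, PRPS1, LOC790255, LOC618416 and SDC3 were called at day 13.

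The paper lists collagen biosynthesis and the metabolism of fat-soluble vitamins as increased in AAC at day 13, and PCOLCE and SDC3, input genes of the day 13 terms, had log2 fold changes of -0.49 and -1.33. The paper names SYN1 and ADAT1 as driving genes, and here SYN1 ranked 9 on PC8 and ADAT1 ranked 2 on PC2, both outside the outer 0.1% of the loading range. The paper states few overlaps of dynamic genes between groups, and 152, 1.2e+02 (rounded) and 142 were shared here. The paper lists CPT1A, FCGRT, LOC514978 and PDK4 as Stabilized in AAC and COMBO, and here they were Stabilized in INR too. The paper lists ZDHHC3 as Stabilized in AAC and COMBO, and here it was Up in AAC and not dynamic in COMBO (adjusted R2 0.159).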

Other observations

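Among the tests below, those of the days permuted within animals and of the breakpoints were chosen only after the result was seen.

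Other splits of the 8 animals of each comparison were fitted in the same way. As many calls as the real split came from 4 of 35 splits for AAC against COMBO at day 0 and 29 of 35 at days 13 to 60, and from 4 of 35 splits for COMBO against INR at day 0 and 28 of 35 later. For AAC against INR, 17 of 35 splits gave at least 57 calls at day 13, with a median of 54 and a maximum of 503, so groupings of the animals without regard to supplement also gave as many calls. At days 0, 28, 45 and 60, and for the calls on counts summed per animal that are shared with the mixed model, the real count was 0, so 35 of 35 splits was certain in advance and tests nothing. In genes with an unadjusted p below 0.05, AAC against INR at day 13 had 2805, and the highest other splits 3319 and 2660. At days 0, 28, 45 and 60 it had 596, 1553, 1591 and 1427, and other splits up to 2718, 2008, 2646 and 3204. For AAC against COMBO at day 28 the real split had 1479, above all others, the highest at 1008. At days 0, 13, 45 and 60 it had 2040, 1300, 721 and 891, and others up to 2664, 2800, 1544 and 2017.

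The 57 calls of AAC against INR had the same sign at day 0 in 70.2% of genes, with a median of 0.0987 on the log2 scale in the direction of the call, and 1 of 35 splits gave as large a median. The 57 genes were chosen with the real groups and libraries of an animal are correlated, so the 1 of 35 favours the real split and is not a fair comparison. In the BRD cattle, 17.5% of these genes had the same sign, and 85 of 100 splits gave as large a share.

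Of the 34 DEGs of AAC against COMBO at day 0, 29 were lower in AAC. The median Spearman's rho of these genes with platelet markers over the other 51 libraries was 0.41, below the 0.5 set beforehand for platelets as the source but above the largest median of 10000 random lists, 0.155. Of the 29 genes, 10 had a rho above 0.5. The marker mean differed by -1.39 on the log2 scale (exact permutation p = 0.0571). A share of platelets may therefore contribute, and these values do not show how much of the result it explains. Library totals did not differ (exact permutation p = 0.486). Pen and the drench before shipment go with the group and cannot be told apart.

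ATP6 was above 1000 counts in 13 of all libraries of healthy and BRD cattle and at most 23 in the others. Its Spearman's rho with 5 neighbouring mitochondrial features was -0.41 with KEH36_t21, the lowest, -0.24 with ATP8, -0.14 with KEH36_t03, -0.08 with COX2 and 0.23 with COX3. The lowest value, -0.41, leaves reads counted under another mitochondrial feature in the other libraries as a candidate, which the positive value for COX3 does not support, and no biological explanation was tested.

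The paper's glmmSeq sheet has 61 genes with a group chi-square above 1000, the next largest being 27.37. Fitted again without the Hessian, 0 of the 61 were above 1000, so degenerate standard errors are a candidate explanation. With the usual standard errors, 23 of them were above 1000.

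When the days were permuted within animals, as many dynamic genes as in the data came from 1 of 101 arrangements in AAC, 3 of 101 in COMBO and 4 of 101 in INR, the real one included. Of the 568 genes that the paper lists with a breakpoint, 279 have one that puts libraries of a single day into different segments. Sampling times that differ within a day could give this, and the 279 genes do not settle it.

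The 7 genes that the paper lists as stabilizing in AAC and COMBO fell from day 0 to day 13 in 21 of 21 gene and group means of the BRD cattle, and in 92 of 98 pairs of gene and animal. In healthy INR cattle, 5 of the 7 genes were lower in 4 of 4 animals, LOC101905776 in 3 of 4, and LOC104971307 in 2 of 4, at 2.60 CPM at day 0 and 2.51 at day 13. A change after day 0 shared across groups may account for part of these falls, as 21 of 21 means of the BRD cattle show, but not evenly for LOC104971307, and these data do not separate arrival from the feed.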
